# Systematic Identification of Rhythmic Genes Reveals *camk1gb* as a New Element in the Circadian Clockwork

**DOI:** 10.1371/journal.pgen.1003116

**Published:** 2012-12-20

**Authors:** Adi Tovin, Shahar Alon, Zohar Ben-Moshe, Philipp Mracek, Gad Vatine, Nicholas S. Foulkes, Jasmine Jacob-Hirsch, Gideon Rechavi, Reiko Toyama, Steven L. Coon, David C. Klein, Eli Eisenberg, Yoav Gothilf

## Abstract

A wide variety of biochemical, physiological, and molecular processes are known to have daily rhythms driven by an endogenous circadian clock. While extensive research has greatly improved our understanding of the molecular mechanisms that constitute the circadian clock, the links between this clock and dependent processes have remained elusive. To address this gap in our knowledge, we have used RNA sequencing (RNA–seq) and DNA microarrays to systematically identify clock-controlled genes in the zebrafish pineal gland. In addition to a comprehensive view of the expression pattern of known clock components within this master clock tissue, this approach has revealed novel potential elements of the circadian timing system. We have implicated one rhythmically expressed gene, *camk1gb*, in connecting the clock with downstream physiology of the pineal gland. Remarkably, knockdown of *camk1gb* disrupts locomotor activity in the whole larva, even though it is predominantly expressed within the pineal gland. Therefore, it appears that *camk1gb* plays a role in linking the pineal master clock with the periphery.

## Author Summary

The circadian clock is a molecular pacemaker that drives rhythmic expression of genes with a ∼24-hour period. As a result, many physiological processes have daily rhythms. Many of the conserved elements that constitute the circadian clock are known, but the links between the clock and dependent processes have remained elusive. With its amenability to genetic manipulations and a variety of genetic tools, the zebrafish has become an attractive vertebrate model for the quest to identify and characterize novel clock components. Here, we take advantage of another attraction of the zebrafish, the fact that its pineal gland is the site of a central clock which directly receives light input and autonomously generates circadian rhythms that affect the physiology of the whole organism. We show that the systematic design and analysis of genome-wide experiments based on the zebrafish pineal gland can lead to the discovery of new clock elements. We have characterized one novel element, *camk1gb*, and show that this gene, predominantly expressed within the pineal gland and driven by the circadian clock, links circadian clock timing with locomotor activity in zebrafish larvae.

## Introduction

All organisms demonstrate a wide variety of physiological, biochemical and behavioral daily rhythms that are driven by intrinsic oscillators, known as circadian clocks. These oscillators work in harmony with the 24 hours periodic changes in environmental conditions. The maintenance and synchronization of the circadian oscillator constitute an adaptive advantage that is evident from the high evolutionary conservation of the circadian system [1].

The current dogma regarding the mechanism of a circadian oscillator is based on positive and negative transcriptional-translational feedback loops with a time period of ∼24 hours. According to this model, in vertebrates, a positive transcription complex, the CLOCK:BMAL heterodimer, activates transcription of the negative clock components, *period* (*per*) and *cryptochrome* (*cry*) genes, by binding to E-box elements in their promoters. Negative feedback is achieved by PER:CRY heterodimers that enter the nucleus and suppress their own transcription by physically associating with the CLOCK:BMAL heterodimers, thus closing the feedback loop. Transduction of circadian information from this core oscillator is accomplished by the rhythmic activation of clock-controlled output genes, which in turn regulate downstream processes [2]. Several output genes contribute to the accuracy and stability of the oscillator. These encode transcriptional regulators, which constitute accessory loops that feedback to the core loops, or post-translational modifiers of core clock proteins. This system regulates diverse biochemical pathways which are thought to ultimately lead to the wide variety of physiological and behavioral daily rhythms [2]. In recent years, several factors which receive information from the core clock and schedule various output pathways have been revealed [3]–[5]. It is likely that these factors do not account for all core clock regulated processes. Accordingly, the quest for additional mediators is ongoing.

As is the case for many other non-mammalian vertebrates, the zebrafish pineal gland is considered to function as a master circadian clock organ; it is photoreceptive and houses a self-sustained autonomous clock that drives the daily rhythm in the synthesis of melatonin, an important endocrine element of the vertebrate circadian system [6], [7]. In addition to this hormonal output, neurons of the pineal gland project to brain targets [8]. Through these neuronal and hormonal signals, the pineal gland is thought to convey information regarding the circadian cycle to physiological and behavioral processes [9]. Therefore, this tissue has been extensively studied with the intention of elucidating the molecular components of the core clock [10]–[13]. However, the exact pathways which link the core molecular oscillator within the pineal gland to rhythmic physiological and behavioral processes of the entire organism remain largely unknown.

DNA microarray technology is a powerful tool, extensively used to identify circadian changes in the abundance of transcripts (i.e., circadian genes) throughout the animal kingdom. Using this approach in various tissues including the pineal gland, it has been demonstrated that the circadian clock controls groups of genes linked to a large number of molecular and cellular functions [14]–[17]. Surprisingly, different studies show only a moderate level of overlap among the genes identified as circadian in the same tissue from different species and sometimes even in the same species [18], [19]. These discrepancies could be explained by true biological differences or by the use of different experimental procedures and data analysis methods [18]. However, these discrepancies can also be partially attributed to the inherent limitations of DNA microarray technology, for example cross-hybridization of probe sets [20]. Improvement of circadian profiling is now feasible using next-generation sequencing technology to perform RNA-seq. This method is superior because it provides an unbiased measurement of the entire transcriptome without being restricted to only a subset of genes interrogated by the probe sets on a microarray chip [21]. However, methods to minimize errors and biases generated by RNA-seq are still being developed [22].

Here, we have systematically identified circadian genes in the zebrafish pineal gland, employing both DNA microarrays and RNA-seq; these findings were subsequently confirmed using independent quantitative assays. As described below, this strategy has resulted in the identification of a new element in the circadian timing system that possibly links the core clock with rhythmic locomotor activity in the zebrafish.

## Results

### Systematic identification of circadian genes in the pineal gland

Aiming at identifying circadian genes, we extracted RNA through two daily cycles from pineal glands of zebrafish previously adapted to 24 hours light dark cycles and then transferred to constant darkness during sampling (Figure 1 and Methods). This procedure was repeated twice with different sets of fish. The mRNA from the first experiment was quantified using Affymetrix DNA microarrays whereas the mRNA from the second experiment was quantified using RNA-seq (Methods). 

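The deposited microarray data consist of 12 Affymetrix arrays, each hybridized with RNA from a pool of 12 pineal glands of adult Tg(aanat2:EGFP)Y8 fish, a line in which the pineal gland fluoresces and can be dissected under the microscope. Glands were taken every 4 h over 48 h of constant darkness, and the arrays are labelled CT14, CT18, CT22, CT2, CT6 and CT10 of the first daily cycle and of the second. Each circadian time thus has 2 arrays, 1 from each cycle, and their spread combines differences between pools of fish, between days and between hybridizations. The deposited values are signal intensities on a linear scale for 15502 probe sets and a set of control probe sets. The authors had scaled each array on its own with the GCOS software, and the table is neither log-transformed nor quantile-normalized. The log2 transformation and the quantile normalization of the Methods were therefore applied first. The probe sets whose highest value lay in the lowest 25% were then left out, as Text S1 describes, and 11624 remained. The g-factor of each was the power of its 12 values at the period of 24 h divided by the power at all frequencies, with the mean left out, and 1000 shuffles of each profile gave the number of probe sets expected by chance. A 24-h cosine was also fitted with limma, which gives each probe set an adjusted p, a fitted peak-to-trough fold and a peak time with a standard error. The precision is limited by the number of arrays, and in simulated profiles with the spread of these arrays limma found 69.0% of 4-fold rhythms and 12.0% of 2-fold rhythms. Log2 intensities of different arrays correlated across probe sets with r from 0.828 to 0.935. The lowest mean correlation with the other arrays, 0.859, belonged to CT6 of the second cycle, on which marker genes of skin averaged 2.26 above their 12-array mean on the log2 scale, those of bone and connective tissue 1.56 and those of immune cells 1.28. The hybridization controls had a geometric mean intensity of 837 to 1314 on the last 4 arrays of the second cycle and of 515 to 728 on the 8 arrays before them. Circadian times given with array values are those of the deposited labels, on which camk1gb runs 1 sampling interval of 4 h earlier than in the microarray curve of Fig. 3B.

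**Figure D1:**
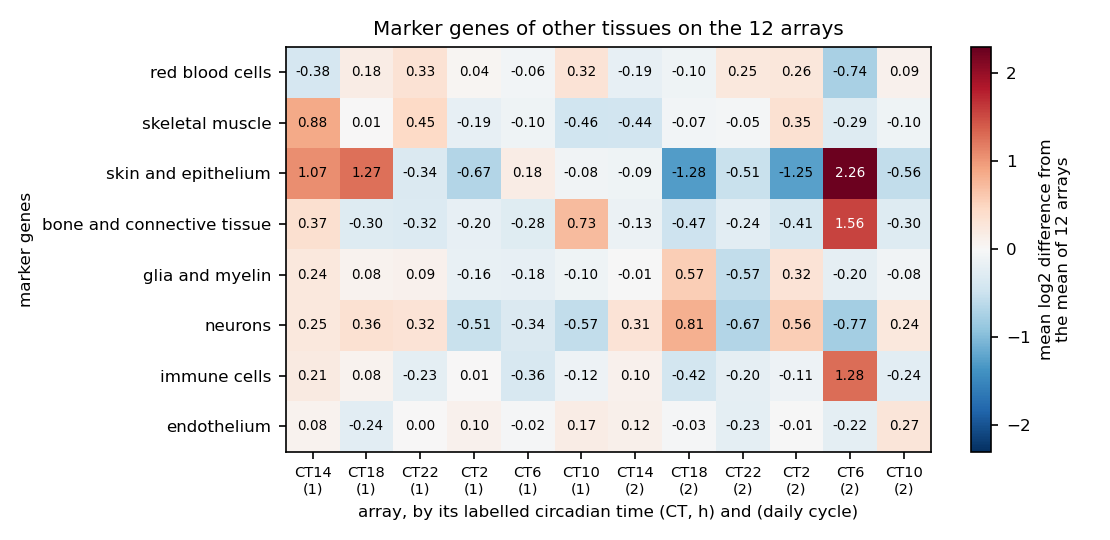
Mean log2 difference of marker genes of 8 other tissues (rows) from their mean over the 12 arrays (columns, by labelled circadian time, with the daily cycle in brackets); red is above and blue below the mean. CT6 of the second cycle has the highest value of the skin markers, 2.26, and of the bone and connective tissue markers, 1.56.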

The data obtained from the DNA microarrays and RNA-seq analysis was subjected to Fourier analysis (Methods and Levy et al. [23]). Demanding 90% true-positives rate, the DNA microarrays and RNA-seq analysis resulted in 112 circadian probe-sets and 309 circadian genes, respectively (Tables S1 and S2). 

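Transcripts with a 24-h rhythm had their peaks spread over the whole subjective day and night. ciarta, which encodes a repressor of the core clock, had a normalized intensity of 1003 ± 148 (SD, n = 2 arrays) at CT18 and of 34.4 ± 9.77 (SD, n = 2) at CT10, a fitted fold of 27.9 with a peak at CT20.1 (standard error 0.299 h, adjusted p = 0.00026 from limma). opn1lw1, a red-sensitive cone opsin, had a fitted fold of 5.51 with a peak at CT7.89 (adjusted p = 0.026 from limma). The retinoid enzymes cyp27c1 and rpe65a had fitted folds of 11.4 and 5.06 with peaks at CT20.7 and CT18.4, and the heat shock factor gene hsf2 a fold of 4.24 with a peak at CT21.4 (adjusted p from limma 0.028, 0.025 and 0.023, respectively). The calls of opn1lw1, cyp27c1, rpe65a and hsf2 were lost without 7, 6, 5 and 5 of the 12 arrays in turn, and another probe set of rpe65a was not called. In all, 60 probe sets passed the limma test at a false discovery rate of 0.05, with fitted folds from 1.92 to 33.9 and a median of 3.80. The fitted peak of 22 of them lay nearest to CT22, of 12 to CT10, of 11 to CT18, of 8 to CT6, of 4 to CT2 and of 3 to CT14. The Fourier analysis at a true-positive rate of 90% gave 56 probe sets with g-factors of at least 0.807, of which 38 also passed limma. The spread of peaks depended on the set: 14 of these 56 lay nearest to CT22, 14 to CT10 and 6 to CT14. Of the 112 probe sets of Table S1, 24 lay nearest to CT22, 26 to CT10 and 26 to CT14. At the lowest g-factor of Table S1, which the paper gives as 0.7009, there were 198 probe sets, of which 39.8 were expected by chance, an estimated true-positive rate of 79.9%. Of the 112 probe sets of Table S1, a list drawn from these same arrays, 34 were among the 56 and 45 among the 60. Both counts hang on single arrays: leaving out 1 array gave between 7 (without CT18 replicate 1) and 121 (without CT6 replicate 2) probe sets by the Fourier analysis, and between 14 (without CT10 replicate 1) and 105 (without CT6 replicate 2) by limma. The paper scored each transcript by the share of its signal that oscillates with a daily period, compared the number of high scores with that in shuffled data, and reports the transcripts above the chosen true-positive rate as circadian, a rate at which 10% are expected to be false.

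**Figure D2:**
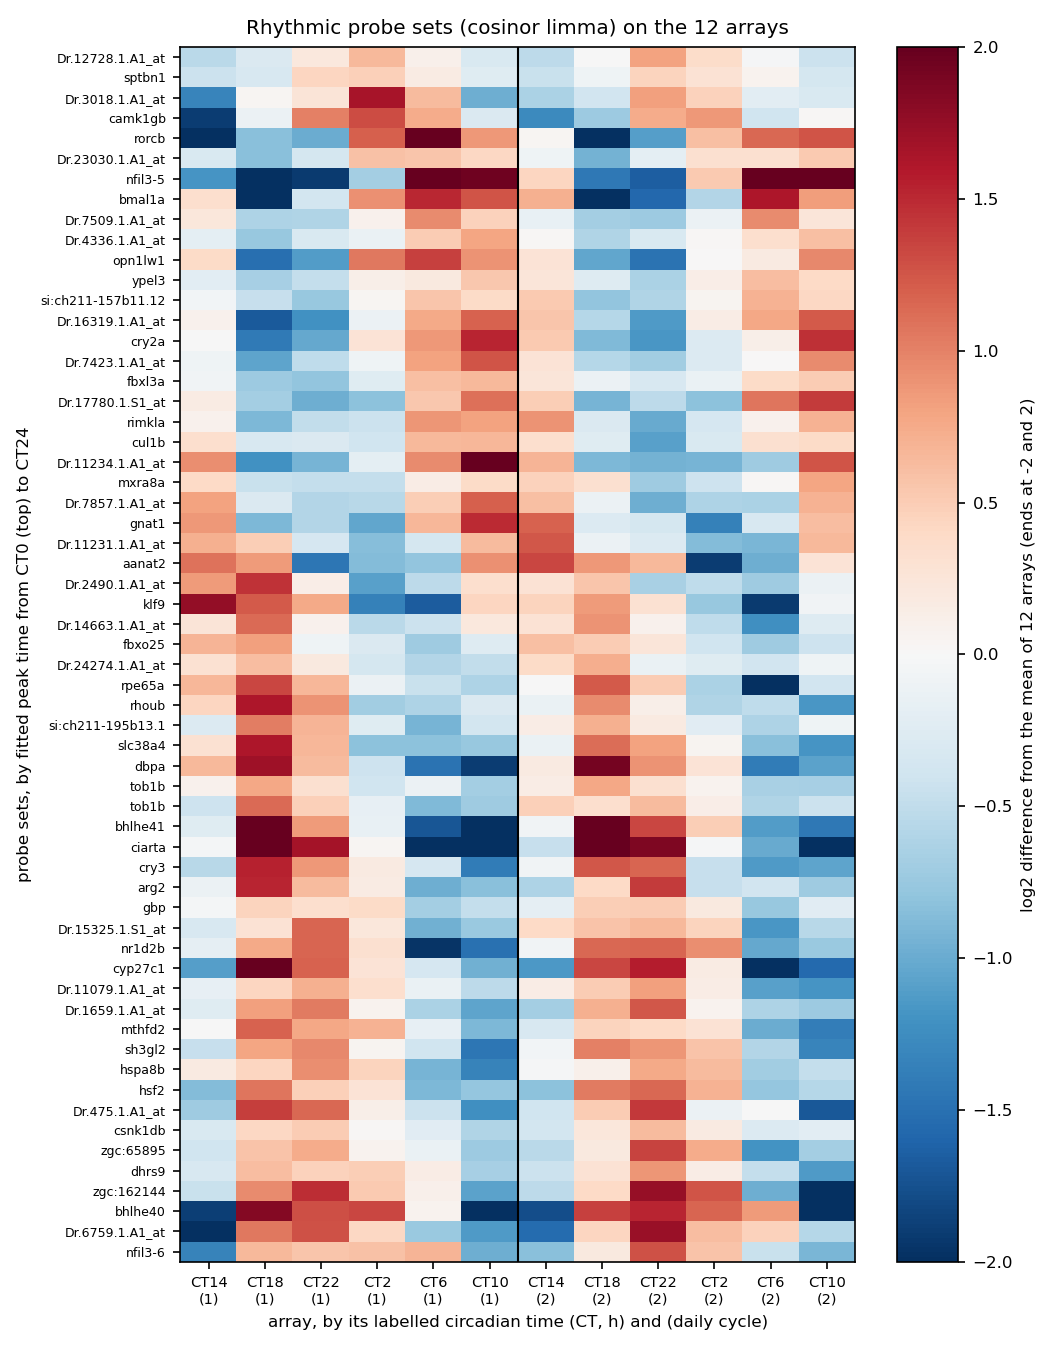
The 60 probe sets past the limma test (rows, by fitted peak time) on the 12 arrays (columns, by labelled circadian time, with the daily cycle in brackets and a line between the cycles). Colours give the log2 difference from the mean of the 12 arrays, with the scale ended at -2 and 2; ciarta is highest at CT18 in both cycles.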

Altogether, 82 out of the 112 probe-sets identified by the DNA microarray method reliably represent zebrafish mRNAs from GenBank, 66 of which are well-annotated NCBI mRNA reference sequences collection (RefSeq) genes (Table S1). 

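Several of the named genes with the most regular 24-h profiles changed little between peak and trough. sptbn1, a spectrin of the membrane skeleton, had a g-factor of 0.921 with a fitted fold of 1.92 and a peak at CT0.999, and csnk1db, a casein kinase of the delta type, had 0.882 with a fold of 2.00 and a peak at CT21.7. Both passed limma (adjusted p = 0.042 and 0.039), and the calls were lost without 11 and without 10 of the 12 arrays in turn. sar1b, a GTPase of vesicle transport (g-factor 0.923, fold 1.89), coq8aa (0.878, fold 1.90) and rbbp5, a subunit of histone methyltransferases (0.889, fold 1.42), were, like these, among the 10 highest g-factors of probe sets with 1 gene symbol in the annotation but did not pass limma (adjusted p = 0.080, 0.071 and 0.40). For sptbn1 another probe set of the gene was called differently. Names came from the platform's annotation, which gives 1 gene symbol to 10795 of the 15502 probe sets other than controls, several symbols to 135 and none to 4572; Table S1 itself named 13 more. In this way the 60 probe sets past limma stood for 40 named genes and the 56 probe sets of the Fourier list for 36.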

In the analysis of the RNA-seq, only sequencing reads that were aligned to genomic locations of RefSeq genes were used (Methods).

**Figure 1:**
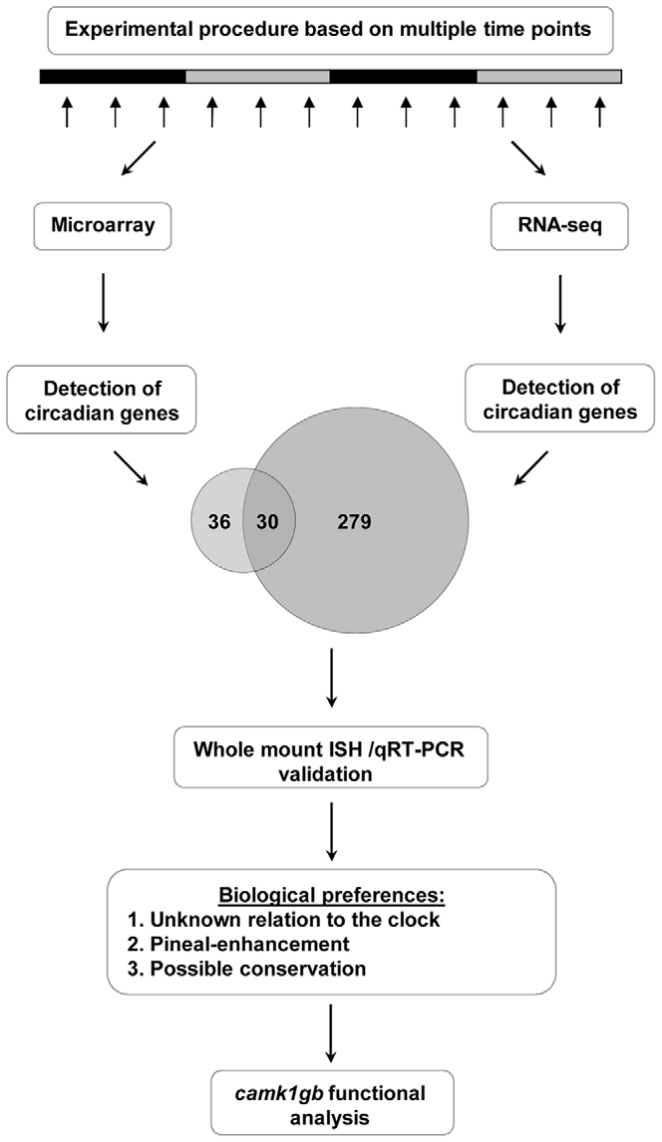
A step-by-step flow-chart of the systematic identification of pineal gland circadian genes. This procedure ultimately led to the detection of a new player, *camk1gb*, within the clock system.

The larger number of circadian genes identified using RNA-seq is due in part to the greater number of genes measured; only about half of the RefSeq genes are represented on the DNA microarray (7634 out of 14263 RefSeq genes). In addition, RNA-seq has a higher detection power due to better accuracy in expression measurement [24]: out of the 309 RefSeq genes identified using RNA-seq, 180 were represented on the DNA microarray but only 30 of them (17%) were identified as circadian. In contrast, about half (30 out of 66) of the RefSeq genes detected as circadian using DNA microarrays were also identified as being circadian using RNA-seq, demonstrating better accuracy of the RNA-seq and overall reasonable agreement between the two methods. 

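Genes found circadian by RNA-seq also had a stronger 24-h component on the arrays. Their mean g-factor was 0.425 over 160 genes of Table S2, against 0.225 over 7098 other genes, a difference of 0.199 (permutation test over 100000 shuffles of the order of the arrays, one-sided, p = 1e-05, the smallest p they can give). Table S2 came from other fish, so the arrays had no part in choosing its genes. Of its oxidation-reduction genes (Table S6b), 18 were measured, with a mean g-factor of 0.414 against 0.182 by chance (adjusted p over the 29 gene lists 0.00095, permutation test); 2 passed limma over all probe sets and 6 when adjusted over the list alone. Of those that did not pass limma, phyhd1 had a fitted fold of 2.32 with a peak at CT22.3 and cyp2p6 a fold of 2.34 with a peak at CT22.8. Of its glycolysis genes (Table S6a), 7 were measured, with a mean g-factor of 0.421 (adjusted p = 0.0095, permutation test); none passed limma over all probe sets and 2 did when adjusted over the list alone. Of this list, ldha had a fitted fold of 1.99 with a peak at CT22.8 and pgk1 a fold of 1.80 with a peak at CT23.4 (adjusted p = 0.16 and 0.25 from limma). With median centring in place of quantile normalization the glycolysis list did not pass (adjusted p = 0.20, in a range of 0.0011 to 0.20 over all settings), and neither list passed when the g-factor was taken of the list's mean profile. In all, 183 genes of Table S2 had a probe set on the array, of which 25 passed limma, 15 were in the Fourier list at 90% and 32 lay at or above the lowest g-factor of Table S1. With 1 array left out, the limma count ran from 9 (without CT10 replicate 1) to 32 (without CT6 replicate 2). The Fourier count ran from 1 (without CT18 replicate 1) to 23 (without CT6 replicate 2).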

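Of the 36 named genes in the Fourier list at 90%, 15 were in Table S2, and of the 40 named genes past limma, 25 were. The latter include hsf2, rpe65a, cyp27c1 and csnk1db, which were called on the arrays and are listed in Table S2 but not in Table S1. ciarta, opn1lw1 and sptbn1 were called on the arrays and are not in Table S2. At or above the lowest g-factor of Table S1, 137 genes were named and 32 of them were in Table S2. Of the probe sets of Table S1 itself, limma called 18 of the 30 whose gene is also in Table S2 and 27 of the other 82. Only 66 of the 112 have a RefSeq ID, and the RNA-seq covered RefSeq genes only. Part of the other 82 thus could not be in Table S2.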

Notably, the 309 circadian genes are enriched with pineal-enhanced genes, i.e. genes with higher expression in the pineal gland compared to other tissues (3 out of the 29 pineal-enhanced genes identified in [25], P-value<0.05, binomial cumulative distribution) and with genes which were previously reported to have notable expression in the pineal gland (28 out of the 485 genes mentioned in the ZFIN database [26], P-value<10^−3^, binomial cumulative distribution).

### A comprehensive view of the expression pattern of known clock components

Nearly all (15 out of 16) of the known zebrafish core clock genes were identified as circadian in the RNA-seq analysis (Figure 2 and Table S3). The only exception was *per2* which is known to be light-induced in the pineal gland and not circadian under constant darkness [27]. Notably, the RNA-seq analysis is in agreement with the reported phases of 14 core clock genes (Table S3). Similarly, most of the genes (12 out of 14) that are considered to form accessory loops of the molecular circadian oscillator were identified as circadian and their phases are in agreement with previous experimental data (Table S4). In accordance, functional annotation analysis using DAVID [28] reveals the pathway ‘Circadian rhythms’ as significantly enriched (Benjamini-Hochberg adjusted P-value<1e-17) within the identified circadian genes (Table S5 and Methods). As only a portion of the zebrafish genes are represented on the Affymetrix DNA microarray it is reasonable that the list of circadian genes revealed by RNA-seq is larger. Nevertheless, 8 known clock genes (3 core clock and 5 accessory loops-related) are included within the 82 circadian genes identified in the DNA microarray experiment (Tables S3 and S4), thereby providing evidence that other results generated by this analysis are reliable. 

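Of the core clock genes measured on the arrays, 3 had a 24-h rhythm. cry2a, a repressor of the cryptochrome family, had a fitted fold of 5.60 with a peak at CT8.76, and cry3 a fold of 5.73 with a peak at CT20.2 (adjusted p = 0.0061 and 0.0063 from limma). bmal1a, the transcriptional activator of the loop, went from 193 ± 10.4 (SD, n = 2 arrays) at CT6 to 13.2 ± 2.02 (SD, n = 2) at CT18, a fitted fold of 10.7 with a peak at CT7.57 (adjusted p = 0.026 from limma). bmal1b had a fold of 3.03 with a peak at CT7.11 but did not pass the test (adjusted p = 0.097), nor did per2 (fold 2.01, adjusted p = 0.26), cry1b (fold 2.97, adjusted p = 0.30) or clock1a (fold 3.09, adjusted p = 0.44). Of the 12 core clock genes tested, 6 passed when adjusted over the list alone. These include per2, which the paper reports as not circadian in constant darkness. Of the 8 accessory loop genes tested, 6 passed limma over all probe sets and 7 over the list alone. On the linear scale, 0 core clock genes and 1 accessory loop gene passed limma over all probe sets. The bZIP repressor gene nfil3-5 went from 2860 ± 1347 (SD, n = 2) at CT6 to 108 ± 86.7 (SD, n = 2) at CT18, a fitted fold of 33.9 with a peak at CT7.57 (adjusted p = 0.0012). Its paralog nfil3-6 had a fold of 4.13 with a peak at CT23.5 (adjusted p = 0.026 from limma). The bHLH repressor genes bhlhe40 and bhlhe41 had folds of 21.3 and 15.4 with peaks at CT23.0 and CT20.0, the activator dbpa a fold of 9.39 with a peak at CT19.2, and nr1d2b, a nuclear receptor that represses bmal1 genes, a fold of 6.79 with a peak at CT20.6 (adjusted p = 0.018, 0.0014, 0.0010 and 0.0047 from limma). rorab, an activating receptor, had a fold of 1.99 (adjusted p = 0.36). As lists, both the core clock genes (mean g-factor 0.432, adjusted p = 0.00023) and the accessory loop genes (0.694, adjusted p = 7.2e-05) passed the permutation test. The list test takes the annotated probe set with the highest mean of each gene, so its members differ from the probe sets above. It had 11 core clock members, of which 1 passed limma, and 7 accessory loop members, of which 5 did. At 90% true-positive rate the Fourier list held 2 core clock and 4 accessory loop genes, and 0 to 7 of both together with 1 array left out. A second probe set of cry3 and one of nr1d2b were not called. The calls of bhlhe40, bmal1a and nfil3-6 were lost without 2, 6 and 7 of the 12 arrays in turn. These peak times follow the deposited labels. Of 9 clock genes past limma with a peak in Table S3 or S4, 1 was highest at its RNA-seq peak as labelled. With 4 h added to the labels, 8 were. The RNA-seq peak is CT14 for cry2a and CT6 for nfil3-6, which matched in neither case.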

Importantly, the extensively studied pineal gland clock-controlled gene, *aanat2* (*arylalkylamine N-acetyltransferase*) [29], was identified using both the DNA microarray and RNA-seq analyses. Accordingly, it is clear that these methods provide an informative view of circadian changes in the abundance of transcripts in the zebrafish pineal gland.

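aanat2, which encodes the enzyme that makes melatonin production rhythmic, was highest at CT14, with a normalized intensity of 2462 ± 290 (SD, n = 2 arrays), and lowest at CT2, with 434 ± 211 (SD, n = 2). The fitted fold was 6.40 with a peak at CT14.6 (standard error 0.581 h, adjusted p = 0.026 from limma) and the g-factor was 0.778. It was the only 1 of 7 measured genes of melatonin and serotonin synthesis past limma, and the list as a whole did not pass (mean g-factor 0.259, adjusted p = 0.16, permutation test). The tryptophan hydroxylase gene tph1a had a fold of 2.55 with a peak at CT14.9 (adjusted p = 0.47 from limma) and tph2 a fold of 1.24 (adjusted p = 0.82). otx5, a homeobox gene of the pineal gland, had a g-factor of 0.0441. The call of aanat2 was lost without 8 of the 12 arrays in turn.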

**Figure 2:**
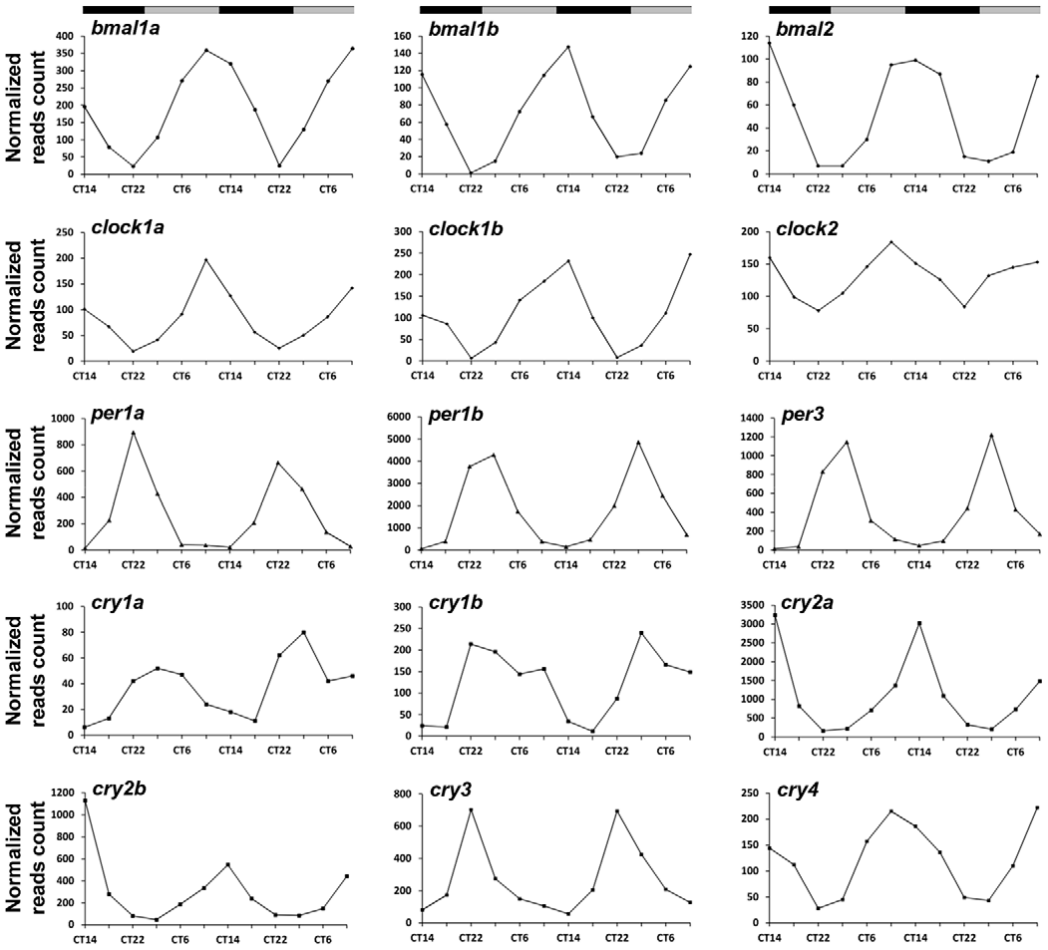
Circadian profiles of known core clock genes which were identified in the zebrafish pineal gland by the RNA–seq analysis. CT = circadian time. Gray and black bars represent subjective day and subjective night, respectively.

### Selecting potential candidates that relay circadian timing information

We aimed to characterize new regulators of the pineal master clock or new mediators relaying circadian information to downstream processes. The genes detected using RNA-seq and DNA microarray analysis can serve as a basis for this quest. Thirty genes that were identified using both these two independent methods were considered for further functional analysis (Table 1). 

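The 30 genes of Table 1 all had a probe set that could be tested, and 18 passed limma over all probe sets. sh3gl2, an endophilin of membrane traffic, had a normalized intensity of 1673 ± 65.9 (SD, n = 2 arrays) at CT22 and of 340 ± 21.0 (SD, n = 2) at CT10, a fitted fold of 4.71 with a peak at CT21.2 (adjusted p = 0.0013 from limma). It remained past the test in all 24 settings. The amino acid transporter gene slc38a4 had a fold of 4.92 with a peak at CT19.2, fbxo25, a subunit of ubiquitin ligases, 2.68 with a peak at CT17.1, and dhrs9, a dehydrogenase, 2.81 with a peak at CT22.1 (adjusted p = 0.0063, 0.015 and 0.040 from limma); with 1 array left out the first call was never lost, the second without 1 array and that of dhrs9 without 9 of the 12. tob1b had a fold of 2.41 with a peak at CT19.3, rhoub 3.79 with a peak at CT18.5 and rimkla 3.15 with a peak at CT9.72 (adjusted p = 0.042, 0.046 and 0.042), and each of these 3 calls was lost without at least 10 of the 12 arrays in turn. tcp11l2 had a fold of 2.36 (adjusted p = 0.073) and zgc:193593 of 3.11 (adjusted p = 0.071). cdh2, the gene of N-cadherin, had a fold of 1.96 (adjusted p = 0.33) and fam73a of 2.19 (adjusted p = 0.38). The fitted peaks of 10 genes lay nearest to CT22, of 6 to CT18, of 6 to CT14, of 4 to CT10, of 3 to CT6 and of 1 to CT2. Since Table 1 was drawn up from these arrays, its list test (mean g-factor 0.767 over 25 members named by the annotation, adjusted p = 7.2e-05, permutation test) and the count of 30 when adjusted over the list alone are not independent evidence. In the Fourier analysis 12 of the 30 lay in the list at 90% and 23 at or above the lowest g-factor of Table S1. A second probe set of fbxo25 and 2 others of rimkla were called differently.

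**Figure D3:**
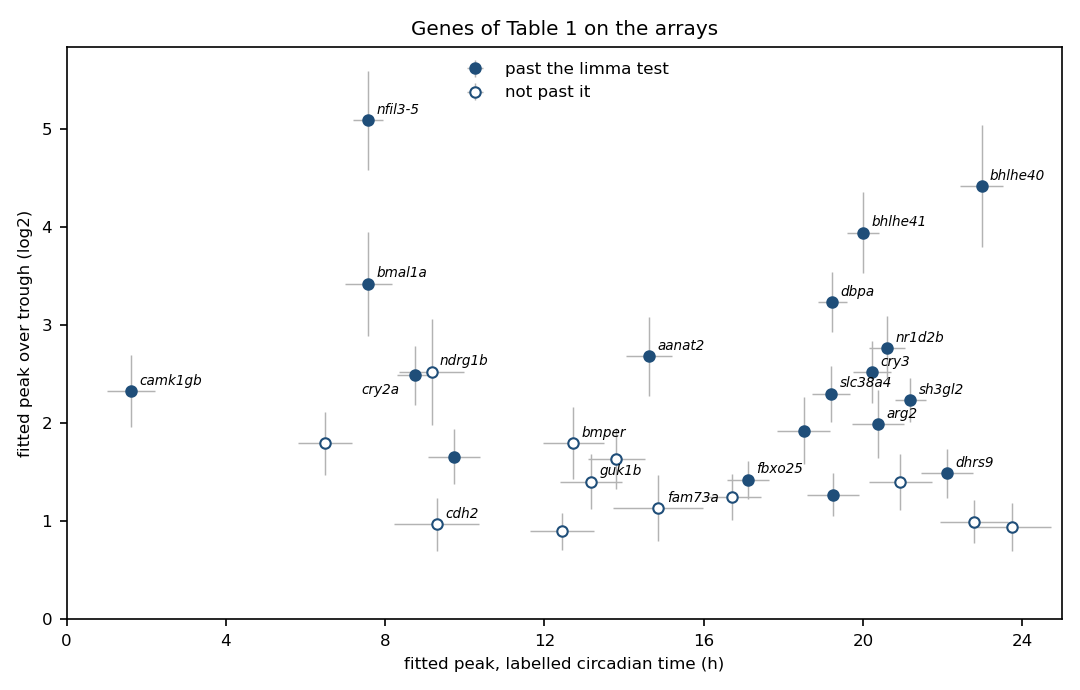
Fitted peak over trough on the log2 scale against fitted peak time (labelled circadian time) of the 30 genes of Table 1. Bars give standard errors from limma; filled points passed the test (18 genes) and open points did not, and 10 peaks lie nearest to CT22.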

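Genes of Table 1 that were already known to belong to the clock or to its outputs differed widely in the size of their rhythm on the arrays. These genes, aanat2, bhlhe40, bhlhe41, bmal1a, cry2a, cry3, dbpa, nfil3-5 and nr1d2b, had fitted peak-to-trough folds with a median of 9.39, and all 9 passed limma. The other 21 genes had folds from 1.86 (ankhb) to 5.74 (ndrg1b) with a median of 2.81, and 9 of them passed limma. The folds of cry2a and cry3 lay below that of ndrg1b, and the difference between the groups was not tested. At 90% true-positive rate the Fourier list held 6 genes of each group.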

Notably, about one third of these genes (9 out of 30) were previously reported as core clock or clock-controlled genes (Table 1). In addition, qRT-PCR and quantitative whole mount *in situ* hybridization (ISH) were performed on selected genes as a validation procedure (Methods); as expected, nearly all (8 out of 9) of the tested genes were indeed validated as circadian, showing similar phases to those identified by the DNA microarray and RNA-seq data (Figure S1, Table 1 and Methods). The use of the two independent genome-wide methods, the re-discovery of previously reported core clock genes and the validation procedure, confirmed that the concise list (Table 1) represent *bona fide* circadian genes.

**Table 1:** Genes detected as circadian using both DNA microarray and RNA–seq.

Genes name	RefSeq number	Known zebrafish clock-controlled genes	Pineal-enhanced expression	Experimental validation
*aanat2*	NM_131411	[29]	Yes	[29]
*ankhb*	NM_194370			
*arg2*	NM_199611		Yes	data from ZFIN
*bhlhe40*	NM_212679	[66]	Yes	Whole mount ISH
*bhlhe41*	NM_001039107	[66]	Yes	Whole mount ISH
*bmal1a*	NM_131577	[67]		
*bmper*	NM_001020487		Yes	[68],[69]
*camk1gb*	NM_200829		Yes	Whole mount ISH
*cdh2*	NM_131081			qRT-PCR
*cry2a*	NM_131791	[70]		
*cry3*	NM_131786	[70]		
*dbpa*	NM_001197060	[71]	Yes	[71]
*dhrs9*	NM_199609			qRT-PCR
*fam73a*	NM_001006090			
*fbxo25*	NM_205724			qRT-PCR
*guk1b*	NM_200724		Yes	data from ZFIN
*ldha*	NM_131246			
*mid1ip1l*	NM_213439			
*ndrg1b*	NM_200692		Yes	Whole mount ISH
*nfil3-5*	NM_001197058	[71]	Yes	[71]
*nr1d2b*	NM_131065	[72]	Yes	Whole mount ISH
*rhoub*	NM_001017784			
*rimkla*	NM_001004554			
*sh3gl2*	NM_201116			Whole mount ISH
*slc38a4*	NM_001005944			
*tcp11l2*	NM_213020			
*tob1b*	NM_212974			
*zgc:152863*	NM_001080000			
*zgc:153018*	NM_001076639			
*zgc:193593*	NM_001128717			

For further functional analysis we focused on genes that were not previously connected to the core clock or the core clock accessory loops (Tables S3 and S4). Studying pineal-enhanced genes can aid in elucidating the role of the master clock in coordinating downstream circadian rhythms. We thus selected genes from the concise list based on their expression pattern, focusing only on those showing enhanced expression in the pineal gland. This was determined using whole mount ISH in larvae (Table 1 and Figure S1). 

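Among genes of Table 1 with enhanced pineal expression other than camk1gb, arg2, a gene of arginase, had a normalized intensity of 273 ± 100.2 (SD, n = 2 arrays) at CT22 and of 76.3 ± 4.55 (SD, n = 2) at CT10. Its fitted fold was 3.96 with a peak at CT20.4 (adjusted p = 0.044 from limma), and the call was lost without 10 of the 12 arrays in turn. guk1b, a guanylate kinase, had 3184 ± 20.1 (SD, n = 2) at CT14 and 1212 ± 290.5 (SD, n = 2) at CT22, a fitted fold of 2.64 with a peak at CT13.2 (adjusted p = 0.0998 from limma). bmper, a secreted binding protein of bone morphogenetic proteins, had a fold of 3.47 with a peak at CT12.7 (adjusted p = 0.0998). ndrg1b had 1156 ± 88.0 (SD, n = 2) at CT10 and 123 ± 69.9 (SD, n = 2) at CT18, a fold of 5.74 with a peak at CT9.16 (adjusted p = 0.13 from limma). The g-factors were 0.763 for arg2, 0.695 for guk1b, 0.682 for bmper and 0.633 for ndrg1b. With 1 array left out, guk1b, bmper and ndrg1b passed limma only without CT6 replicate 2, the array with high values of skin markers. Without any of the other 11 arrays none of these genes passed. Leaving out CT6 replicate 2 also raised the number of calls over all probe sets.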

Of the previously unreported genes from the concise list, 5 fulfilled the above requirements: *camk1gb*, *guk1b*, *arg2*, *bmper* and *ndrg1b* (Table 1). Of these, we chose to focus on *camk1gb* (*calcium/calmodulin-dependent protein kinase IGb*). The mammalian *Camk1g* is a member of a larger family of calcium/calmodulin-dependent protein kinases, the CaMKI family. Like other members of this family, *Camk1g* requires both calcium/calmodulin and phosphorylation by CaMKK for its full activation [30]. *camk1gb* is one of two zebrafish homologs of the mammalian *Camk1g*. Our pineal gland RNA-seq data shows that the expression levels of the other paralog, *camk1ga*, are similar to those of *camk1gb*. Yet, it was not found to be expressed in a circadian manner (Table S2). Interestingly, like *camk1gb*, the mammalian *Camk1g* was reported to exhibit enhanced and circadian expression in the rat pineal gland [16], [31], suggesting a conserved role in the pineal clock or in other aspects of pineal function.

### *camk1gb* spatiotemporal expression

Whole mount ISH of larvae clearly reveals enhanced pineal expression of *camk1gb* (Figure 3a and Figure S2). 

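In the adult pineal gland camk1gb was highest on the arrays labelled CT2, with a normalized intensity of 2086 ± 449 (SD, n = 2 arrays), and lowest on those labelled CT14, with 331 ± 99.7 (SD, n = 2). In order of sampling the first cycle gave 261, 894, 1947, 2404, 1623 and 796 from CT14 to CT10, and the second 402, 583, 1630, 1769, 739 and 987. The fitted peak-to-trough fold was 5.02 with a peak at CT1.61 (standard error 0.606 h, adjusted p = 0.028 from limma), and the g-factor was 0.769. By these labels the profile runs 4 h ahead of the microarray curve in Fig. 3B. With 1 array left out camk1gb remained past limma only without CT6 replicate 2 or without CT10 replicate 2, and over all settings the adjusted p ran from 0.0040 to 0.14. Of 7 measured genes of calcium/calmodulin kinases and CREB, a list that does not hold this probe set, none passed limma; camk2d2 had a fitted fold of 2.24 (adjusted p = 0.49).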

Importantly, the circadian expression pattern in the pineal gland of larvae, characterized by an expression peak at CT6, is similar to the profile in the pineal gland of adults: Pearson's correlations of 0.89 and 0.77 to the DNA microarrays and RNA-seq profiles, respectively (Figure 3b). This similarity may suggest that the temporal profile of *camk1gb* has a functional significance starting from early life stages until adulthood.

**Figure 3:**
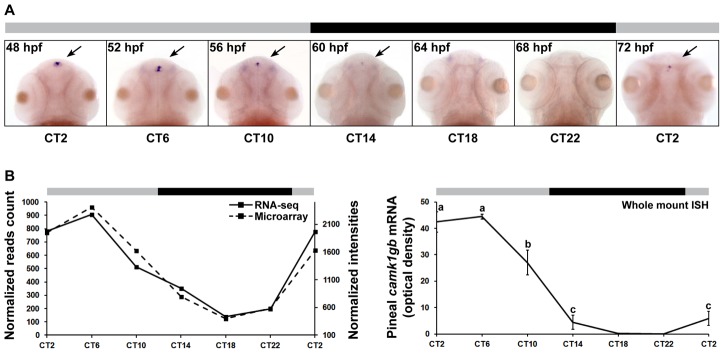
*camk1gb* spatio-temporal expression. A) Rhythmic expression of *camk1gb* exclusively in the pineal glands (indicated by black arrows) of 48–72 hpf embryos as detected by whole mount ISH under constant darkness. B) Rhythmic expression of *camk1gb* in the zebrafish embryo (right) is correlated with the RNA-seq (solid line, left vertical axis) and the microarray data (dashed line, right vertical axis) from the adult (left). Correlation coefficients between the whole mount ISH results and the data obtained by microarrays and RNA-seq were determined by Pearson correlation (r = 0.89 and 0.77, respectively). For whole mount ISH, statistical differences in mRNA levels were determined by one-way ANOVA followed by a Tukey test (P-value<0.05). Error bars represent SE (n = 10–15). CT = circadian time. Gray and black bars represent subjective day and subjective night, respectively.

### *camk1gb* knockdown disrupts circadian larval locomotor activity

We examined the effect of *camk1gb* on clock-regulated zebrafish behavior. Zebrafish larvae exhibit robust circadian locomotor activity with highest activity during the subjective day [32], [33]. To determine whether *camk1gb* is required for normal circadian locomotor activity, embryos were injected with either control morpholino or *camk1gb* morpholino (Methods). *camk1gb* morpholino treatment results in the inclusion of an intron within the mRNA coding sequence and the consequent introduction of a premature stop codon (Figure S3 and Text S1). Strikingly, *camk1gb* knockdown significantly disrupted the circadian activity pattern (Figure 4a and Methods). This experiment was repeated 4 times using a total of 75 larvae injected with *camk1gb* morpholino and 75 larvae injected with control morpholino (Methods). The disrupted circadian activity pattern is also evident when analyzing individual larvae using Fourier analysis (Figure 4b, Figure 4c, Figure 4d and Methods). Only 8/75 of the *camk1gb* knockdown larvae have shown a 24 h-period signal that surpasses the median signal for the 75 control larvae (Figure 4d and Methods). Furthermore, we tracked locomotor activity levels at abrupt light to dark transitions [34]; both control and *camk1gb* knockdown groups showed similar levels of locomotor activity, indicating that *camk1gb* knockdown does not impair larval movement abilities (Figure S4 and Methods). Lastly, a rescue experiment, in which *camk1gb* mRNA was co-injected along with the *camk1gb* morpholino, restored normal circadian activity thereby demonstrating the specificity of the injected morpholino (Figure 4a and Methods). The success of the rescue experiment is remarkable given that the injected mRNA is likely to restore the levels of *camk1gb* but less likely to restore its rhythmic expression. Therefore, it seems that sufficient expression levels of *camk1gb* are necessary for proper circadian rhythms of locomotor activity. Alternatively, it is possible that posttranscriptional regulation may restore the rhythmic expression pattern of the protein, thereby contributing to the success of the rescue experiment.

**Figure 4:**
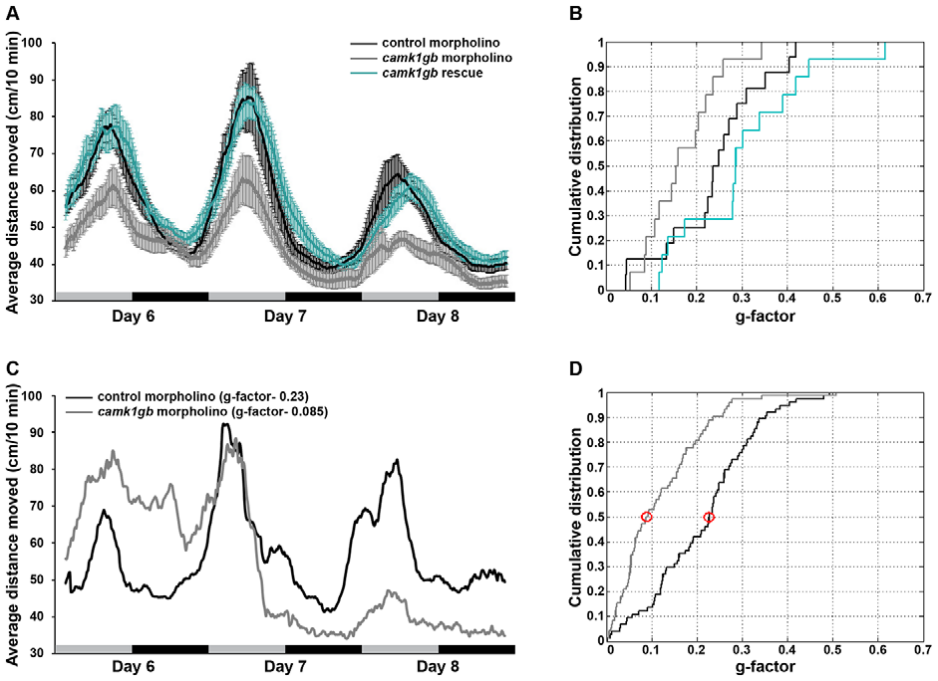
The effect of *camk1gb* knockdown on larval locomotor activity rhythms. A) Average locomotor activity of 6–8 dpf larvae injected with either control morpholino (black trendline), *camk1gb* morpholino (gray trendline) or co-injected *camk1gb* morpholino together with *camk1gb* mRNA (green trendline), under constant dim-light. Activity was measured as the average distance moved for time units of 10 min and smoothed using moving average. Error bars represent SE (n = 16). Black and gray horizontal boxes represent subjective night and day, respectively. B) Cumulative distribution of g-factor values for each group. Significant differences in the g-factor distribution were revealed between the control morpholino and *camk1gb* morpholino treated groups as well as between the rescue and *camk1gb* morpholino injected groups (Kolmogorov-Smirnov test, P-value<0.05 and <0.01, respectively). C) Representative activity profiles of control morpholino (black curve) and *camk1gb* morpholino (gray curve) injected larvae which correspond to the median g-factor of each group. The median g-factor values are marked by red circles in (D). D) Significant differences in the cumulative distribution of g-factor values between control morpholino (black curve) and *camk1gb* morpholino (gray curve) injected groups (n = 75), generated from the analysis of four similar experiments (Kolmogorov-Smirnov test, P-value<10^−5^).

### *camk1gb* is required for the proper rhythmic transcription of *aanat2*

The AANAT enzyme drives the rhythmic production of melatonin [35]. Zebrafish pineal *aanat2* transcription exhibits a robust circadian rhythm that begins at 2 days post-fertilization [29], [36]. The transcription of *aanat2* is tightly regulated by the core molecular oscillator [29] as well as other transcription factors [37]. Importantly, *camk1gb* knockdown significantly reduced (Student's *t*-test, Bonferroni corrected P-value<0.05) the amplitude of the *aanat2* expression rhythm by half as detected by whole mount ISH (Figure 5a, Figure 5b and Methods). *camk1gb* knockdown did not affect normal pineal gland development as indicated by whole mount ISH for *otx5* [13] (Figure 5c). These results demonstrate that *camk1gb* is not necessary for *aanat2* to be transcribed but is involved in the physiological regulation of the rhythmic transcription of pineal *aanat2*.

**Figure 5:**
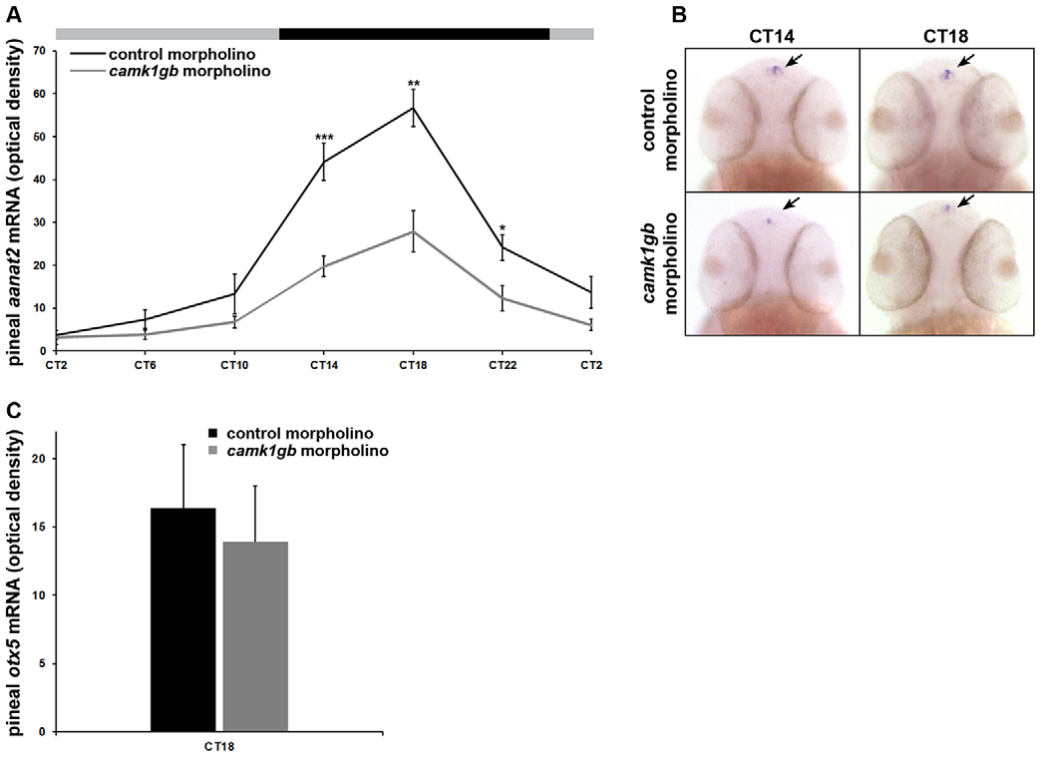
Effect of *camk1gb* knockdown on pineal *aanat2* and *otx5* mRNA rhythms. Zebrafish embryos injected with either control morpholino (black line) or *camk1gb* morpholino (gray line) were subjected to DD during their third day of development and pineal *aanat2* and *otx5* mRNA levels were determined by whole mount ISH. A) Embryos were sampled at 4-hr intervals for *aanat2*. Statistical differences in *aanat2* mRNA levels between the control morpholino and *camk1gb* morpholino injected embryos were determined by two-tailed *t*-test with Bonferroni correction (* P-value<0.05, ** P-value<0.01, *** P-value<0.001). B) Whole-mount ISH for *aanat2* in the heads (dorsal views) of representative larvae from each group, at CT14 and CT18. Arrows indicate pineal *aanat2* mRNA expression. C) *otx5* expression at CT18. Error bars represent SE (n = 10–15). CT = circadian time.

### *camk1gb* knockdown effects are not due to core clock disruption

The disruption of the circadian locomotor activity and the reduction in *aanat2* rhythmic expression may suggest that *camk1gb* is a previously unrecognized regulator of the core clock. This notion is in line with findings showing that distant CaMK family members can modulate core clock genes [38]–[41]. We reasoned that if indeed *camk1gb* is important for normal core clock function, the effect of its knockdown will be manifested in the expression patterns of additional circadian genes. Hence, we tested the effect of *camk1gb* knockdown on the expression levels of 3 additional pineal-enhanced clock-controlled genes (*sh3gl2, opn1lw1* and *ndrg1b*) and 2 pineal-enhanced core clock accessory loops genes (*dec1* and *dec2*) using whole mount ISH at the peak and the nadir of their rhythm (Methods). However, the expression pattern of the tested genes was not significantly affected by *camk1gb* knockdown (Figure S5). Accordingly, over-expression of *camk1gb* in the zebrafish cell line, Pac-2, did not disrupt the core clock as indicated by examining the promoter activity of the core clock marker gene, *per1b* (Figure S6 and Methods). Thus, *camk1gb* knockdown affects circadian locomotor activity and *aanat2* expression levels without affecting the core clock.

## Discussion

In this study we set out to identify new molecular elements that affect the circadian timing system, either directly through the core clock or indirectly by relaying timing information from the core clock to downstream processes. It was previously demonstrated that identification of circadian genes using DNA microarrays can lead to the discovery of previously unrecognized clock components [42]. We reasoned that by using RNA-seq a significant improvement in the number of the detected circadian genes can be achieved, with better detection reliability. However, this new technique introduces non-trivial problems into data analysis and can also bring about biases in genes' quantification [43]–[46]. These hurdles can be overcome by integrating several experimental procedures and employing rigorous and stringent data analysis. Therefore, circadian genes were systematically identified using two independent high-throughput methods, RNA-seq and DNA microarray analyses, followed by computational analysis and extensive *in vivo* validations.

In this study we focused on the zebrafish pineal gland for two main reasons: 1) most of the molecular clock components are likely to be functional in this autonomous clock tissue. Indeed, the expression of nearly all the core clock genes was found to be circadian in this tissue (Figure 2). 2) By focusing on pineal genes the link between a master clock and peripheral tissues may be elucidated. Indeed, we demonstrated that *camk1gb*, which is pineal-enhanced, controls circadian downstream processes within the pineal gland and in the entire animal (i.e. locomotor activity).

The link between *camk1gb* and circadian locomotor activity is intriguing, especially since *camk1gb* is a pineal-enhanced gene. Although the possibility that *camk1gb* affects circadian locomotor activity through its low expression in structures outside the pineal gland cannot be ruled out, the enhanced and circadian expression of this gene in the pineal gland (Figure 3) suggests otherwise. At least two possible mechanisms might explain how *camk1gb* relays circadian timing information from the pineal gland. One is by regulating melatonin secretion: *camk1gb* knockdown caused a 50% reduction in the night-time expression of *aanat2*, the key enzyme in melatonin production [35]. Melatonin administration has a profound effect on locomotor activity rhythms in many organisms including zebrafish [47], [48]. Therefore, it is tempting to speculate that disruption of melatonin levels leads to the observed alteration in circadian locomotor activity. However, the role of endogenous melatonin rhythms in the maintenance of normal locomotor activity rhythms in zebrafish is still not fully understood and therefore warrants further investigation. A second possible mechanism is by modulating neuronal innervations between the pineal gland and deeper brain regions [8]. Mammalian *Camk1g* is known to coordinate neuronal morphogenesis. This CaMKI isoform is a membrane-anchored protein, abundant in neurons, which mediates dendritic and axonal outgrowth of neurons in culture [49], [50]. In teleost fish, the majority of pineal photoreceptor cells form contacts with postsynaptic neurons which send processes to the brain. A fraction of the pineal photoreceptor cells possess long axons that project directly to the brain [9]. Interestingly, we find that *camk1gb* is indeed expressed within photoreceptors (Figure S7 and Methods). Taken together, these observations point to the possibility that *camk1gb* is required for the transmission of circadian timing information from the central clock in the pineal gland to the brain.

We provide evidence that *camk1gb* regulates the transcription of *aanat2*. Naturally, understanding this regulatory mechanism is of interest. As is the case for most members of the CaMKI family, it was previously demonstrated *in vitro* that the transcription factor cAMP-response element-binding protein (CREB) is one of the phosphorylation targets of the mammalian homolog, *Camk1g* [30]. It was also reported that *Camk1g* regulates CREB-mediated transcription [51]. Interestingly, phosphorylated CREB regulates the transcription of *Aanat* in mammals [52], [53], and possibly in other vertebrates [37]. Therefore, it is possible that *camk1gb* modulates the levels of phosphorylated CREB which in turn affects the transcription levels of *aanat2*. We note however that the *camk1gb* expression peak is in mid-day whereas *aanat2* peaks in mid-night (Figure 3 and Figure 5). A reasonable explanation may be an expected time lag between *camk1gb* transcription and the appearance of its translated product. An alternative mechanism involves an indirect effect in which *camk1gb* regulates the pineal core clock and thereby controls *aanat2* transcription. However, we found no evidence that *camk1gb* knockdown affects the core clock mechanism (Figures S5 and S6). Nevertheless, based on findings showing that distant members of the CaMK family can modulate core clock genes [38]–[41], further examination of this possibility in tissues other than the pineal gland is justified.

A comprehensive view of the pineal gland circadian transcriptome allows a dissection of functions that are clock-related inside the pineal gland. As expected, genes that belong to the ‘Circadian rhythms’ pathway are significantly enriched within the pineal gland circadian transcriptome (Table S5 and Methods). The ‘Glycolysis’ and ‘Pyruvate metabolism’ processes are also significantly enriched (Table S5), including 4 circadian enzymes out of the 10 required for glycolysis (Table S6a). Recent studies have revealed a close link between the core clock and metabolism that is mediated by REV-ERB transcription factors [3], [4]. In particular, *rev-erb* couples glycolysis/gluconeogenesis with the core clock in the mouse liver [54]. Our findings suggest that links between glycolysis and the core clock are not restricted to the liver but may be present in other tissues. Another interesting function which was found to be enriched is ‘Oxidation reduction’ (Table S5). Twenty-five circadian genes belong to this pathway including *catalase* and 7 different cytochromes P-450 (Table S6b). Several genes in the ‘Oxidation reduction’ pathway were shown to be clock-regulated [55]. In zebrafish cells, *catalase* has been implicated in the light-dependent transcription of clock genes [56]. Our data suggest that the link between this pathway and the clock system may be more general and includes both central and peripheral clock tissues.

We have constructed a database that contains many interesting candidates for future investigation in the context of either regulating the core clock or in linking of the core clock to downstream pathways. We have focused on *camk1gb* and showed that this gene is rhythmically expressed in the pineal gland and affects daily rhythms of behavior. In mammals, several genes which connect the master clock to downstream circadian locomotor activity have been discovered [57]. They all share in common the following characteristics: 1. Rhythmic expression in the master clock (which is the suprachiasmatic nucleus in mammals). 2. Alterations in their levels disrupt circadian locomotor activity. Since *camk1gb* shares these properties and regulates *aanat2*, and therefore possibly melatonin, we suggest that this gene serves to connect the master clock with circadian locomotor activity in zebrafish.

For over a decade, zebrafish seemed to represent an ideal vertebrate model for the quest to identify and characterize novel clock components [10]. However, with the exception of one study [58], no novel clock components have been identified to date using this model. Instead, the zebrafish has been used to further characterize clock components that were previously identified in mammals. Here, we have demonstrated that the design and analysis of systematic high-throughput experiments based on zebrafish can lead to the discovery of new clock elements.

## Methods

### Ethics statement

All procedures were approved by the Tel Aviv University Animal Care Committee and conducted in accordance with the council for experiments on animal subjects, Ministry of Health, Israel.

### DNA microarrays and RNA–seq experimental design

The experimental procedure for the DNA microarrays experiment was performed as follows. Adult (0.5–1.5 years old) transgenic zebrafish, *Tg(aanat2:EGFP)^Y8^*, which express enhanced green fluorescent protein (EGFP) in the pineal gland under the control of the *aanat2* regulatory regions, were used [29]. Fish were raised under 12-hr light∶12-hr dark (LD) cycles, in a temperature controlled room, and transferred to constant darkness (DD) for tissue collection. Fish were anesthetized in 1.5 mM Tricane (Sigma), sacrificed by decapitation, and pineal glands were removed under a fluorescent dissecting microscope. Starting from circadian time (CT) 14, pineal glands were collected at 4-hr intervals for 48 hours (12 time points identified as CT 14, 18, 22, 2, 6, 10, 14b, 18b, 22b, 2b, 6b and 10b). Pools of 12 (DNA microarray) or 20 (RNA-Seq) pineal glands were prepared at each time-point and total RNA was extracted using the RNeasy Lipid Tissue Mini Kit (QIAGEN), according to the manufacturer's instructions.

### DNA microarrays

Labeled RNA preparation and hybridization to DNA microarrays were performed according to the Affymetrix manual with the two-cycle target labeling protocol (http://www.affymetrix.com/support/downloads/manuals/expression_analysis_technical_manual_.pdf). A total of 12 Affymetrix DNA microarrays were hybridized with RNA-pools of pineal glands from 12 time points throughout two daily cycles. Each DNA microarray was normalized using Affymetrix GeneChip Operating Software (GCOS). The entire DNA microarray dataset, logarithmically transformed, was normalized using quantile normalization to guarantee that the distribution of probe intensities was the same in all the chips [59]. The microarray data was deposited to the Gene Expression Omnibus (GEO), under accession GSE41696.

### RNA–seq

Illumina TruSeq protocol was used to prepare libraries from RNA samples. Overall, 12 libraries (12 time points) were run on 2 lanes of Illumina HiSeq2000 machine using the multiplexing strategy of the TruSeq protocol (*Institute of Applied Genomics*). On average, ∼30 million paired-end reads were obtained for each library. The reads were 2×100 base pairs for 8 time points (CTs 22, 2, 6, 10, 18b, 2b, 6b, 10b) and 2×50 base pairs for the remaining time points (CTs 14, 18, 14b and 22b). TopHat [60] was used for aligning the reads against the zebrafish genome allowing only uniquely aligned reads and up to two mismatches per read. On average, 56% of the reads had unique alignment to the zebrafish genome. Reads aligned to the protein coding regions of known RefSeq genes were used. A custom script written in Perl was used to parse the output of TopHat, which is given in Sequence Alignment/Map (SAM) format (http://samtools.sourceforge.net/), and to convert it into raw number of reads aligned to each position in each RefSeq gene. The RefSeq genes information was obtained from the Table Browser of the UCSC genome browser (genome.ucsc.edu/) using the zebrafish Jul. 2010 (Zv9/danRer7) assembly. To avoid PCR duplicates, only paired-end reads that have unique start position in the genome in both pairs were used [61].

The quality of the sequencing libraries was assessed as described in Levin et al. [61] and the data was normalized using Quantile normalization (Text S1). We made sure that the normalization scheme properly corrects for different RNA levels and other technical differences between samples (Text S1). The sequencing data was deposited to the Sequence Read Archive (SRA), under accession SRA054264.

### Fourier analysis

The time-dependent signal was converted into a frequency-dependent signal using the Fast Fourier Transform (FFT). The extent to which the original signal is circadian was quantified by the ratio (‘g-factor’) of the power (squared amplitude) of the frequency which corresponds to 24 hr period to the sum of powers of all frequencies [23]. The higher the g-factor, the higher is the confidence that the transcript is circadian. We note that changing the definition of the g-factor by adding the powers of higher harmonics of the 24 hr period to the numerator, gave similar results compared to the use of the definition above. To determine the true-positive rate for a list of transcripts constructed using a given g-factor cut-off, permutation analysis was conducted as follows:

1. The time-dependent signals of each transcript were randomly shuffled.
2. FFT was performed and g-factor was calculated for each transcript.
3. The cumulative histogram of the g-factor values (ranging from 0 to 1) was calculated, resulting in the number of transcripts whose calculated g-factor is larger than a given value (‘random detection function’).
4. Steps (1)–(3) were repeated a thousand times and the averaged random detection function was calculated. This function estimates the number of false-positive detections of circadian genes for any given cutoff value of the g-factor.
5. Steps (2)–(3) were performed on the original data set. The resulting function, providing the number of transcripts exhibiting a g-factor larger than a given value in the real data, was termed the ‘detection function’.
6. For any given choice of cutoff for the g-factor, the difference between the detection function and the average random detection function estimates the number of true-positives in the list of transcripts constructed with this cutoff.

Finally, using the number of transcripts detected for a given g-factor (step 5) and the number of true-positives for a given g-factor (step 6), the true-positive rate as a function of the number of transcripts detected was calculated and further used to identify circadian genes with high accuracy (Figure S8). The procedure described here was implemented using in-house MATLAB (The Mathworks, Inc.) script.

### Gene ontology analysis

The 308 circadian RefSeq genes identified using the RNA-seq were analyzed to find over-represented molecular functions (Table S2), using the DAVID bioinformatics tools [28] and focusing on over-represented gene ontology (GO) categories and KEGG pathways [62], [63]. The DAVID's default zebrafish genes background was used. All the significantly enriched (Benjamini-Hochberg adjusted P-value<0.05) GO categories and KEGG pathways are presented in Table S5.

### Validation of the DNA microarrays and RNA–seq data

The temporal expression pattern of candidate genes was determined by whole mount ISH in zebrafish larvae or by quantitative RT-PCR in the adult pineal gland as previously described [12], [27] (Figure S1 and Text S1).

### Morpholino design and knockdown experiments

Morpholino experiments were conducted as previously described [11] (Text S1).

### Rescue experiments

Rescue experiments were conducted by co-injection of approximately 2 nl volume *of camk1gb* morpholino (1 mM) and *in vitro* transcribed *camk1gb* mRNA (100 ng/µl). The *camk1gb* protein-coding sequence was PCR-amplified with a KAPA HIFI PCR kit (KAPA Biosystems) using the same set of primers that was used for ISH experiments. The PCR products were cloned into a pCS2^+^ vector, linearized with *Not*I restriction enzyme and transcribed using the SP6 mMessage mMachine kit (Ambion), according to the manufacturer's instructions, to generate capped *camk1gb* mRNA.

### Locomotor activity experiments

Embryos were microinjected with either control morpholino, *camk1gb* morpholino or co-injected with *camk1gb* morpholino and *in vitro* transcribed *camk1gb* mRNA and kept under LD conditions for 3 days. On the fourth day post-fertilization, embryos were placed in 48-well plates in the observation chamber of the DanioVision Tracking System (Noldus Information Technology) and exposed, for acclimation, to two days under 12-hr light (3400 lux)∶12-hr dim light (40 lux) regime followed by 3 days of constant dim light. Live video tracking and analysis was conducted using the Ethovision 8.0 software (Noldus Information Technology). Activity was measured at days 6–8 post fertilization, as the distance moved by a larva in 10 min time bins (Figure 4). The activity record of each individual was subjected to Fourier analysis, and scored with a g-factor (see Methods section ‘Fourier analysis’). Significant differences in the g-factor distributions between the control and *camk1gb* morpholino treated groups (n = 75; combining 4 different experiments) as well as between the rescue and *camk1gb* morpholino treated groups (n = 16) were determined by the Kolmogorov-Smirnov test (Figure 4b and Figure 4d). The percent of larvae which are considered circadian depends on the g-factor used as the detection criteria, but for all values of g-factor cutoff tested (ranging between 0.05 and 0.3, Figure 4d), significantly more larvae are considered circadian in the control group.

To determine whether *camk1gb* knockdown impairs larval movement abilities, locomotor activity levels were tracked under abrupt light to dark transitions [34]. On day 6 post fertilization, control morpholino and *camk1gb* morpholino injected larvae (n = 24) were subjected to 3 dark flashes of 5 sec each during the light phase [34]. Activity was measured as the distance moved by each larva during the dark flash. No statistical difference was observed between the activity of the control morpholino and *camk1gb* morpholino injected groups (Student's *t*-test, P-value>0.2; Figure S4), indicating that the *camk1gb* morpholino does not impair larval movement abilities.

### Transfection of *camk1gb* into the Pac-2 cell line

Transient co-transfection of the Pac-2 cell line with *camk1gb* and *per1b*:luciferase constructs was performed as previously described [64] (Figure S6 and Text S1).

### Double ISH of *camk1gb* and *aanat2*:EGFP

For double fluorescence ISH we followed the protocol of Machluf and Levkowitz [65] (Text S1).

## Supporting Information

Figure S1 Whole-mount ISH and qRT-PCR validations. The circadian expression of several genes was validated using whole mount ISH on embryos at the age of 48–72 hours (A–E, right curves) and qRT-PCR on adult pineal glands (F–H, right curves). Left curves represent the circadian profile of each gene as obtained by RNA-seq (solid line, left vertical bar) and DNA-microarray (dashed line, right vertical bar). 

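Of the 12 genes measured by in situ hybridization or qRT-PCR, 9 had a 24-h rhythm past limma on the arrays, and 11 when adjusted over the list alone. The 12 include aanat2, opn1lw1 and otx5, which the paper measured in the knockdown experiments. ndrg1b, cdh2 and otx5 did not pass limma, and over the list alone only otx5 did not pass. The 11 thus include cdh2, which the paper did not find circadian by qRT-PCR. The paper's dec1 and dec2 are bhlhe40 and bhlhe41 in the annotation, and its reverbb2 is nr1d2b. bhlhe40 went from 3821 ± 881 (SD, n = 2 arrays) at CT18 to 175 ± 71.9 (SD, n = 2) at CT10, and bhlhe41 from 1924 ± 240.5 (SD, n = 2) at CT18 to 104 ± 55.4 (SD, n = 2) at CT10. nr1d2b was highest at CT22, with 2133 ± 5.67 (SD, n = 2), and lowest at CT6, with 357 ± 160 (SD, n = 2). fbxo25 was highest at CT18, with 411 ± 62.9 (SD, n = 2), and dhrs9 lowest at CT10, with 72.4 ± 16.3 (SD, n = 2). cdh2 was highest at CT10, with 1117 ± 193 (SD, n = 2), and lowest at CT18, with 512 ± 43.1 (SD, n = 2). Its g-factor, 0.559, was lower than those of the other genes whose intensities are given here. Since 11 of the 12 genes were taken from Table S1, the counts of 9 and of 11 past limma are not independent evidence. Nor is the list test (mean g-factor 0.726, adjusted p = 7.2e-05, permutation test).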

Representative pictures of embryos heads (dorsal view), subjected to whole mount ISH for *ndrg1b*, *dec1*, *dec2*, *reverbb2* and *sh3gl2* at CT2 and CT14, are presented at the rightmost side of A–E. The pineal gland is indicated by a red arrow. Different letters represent statistical differences in mRNA levels as determined by one-way ANOVA followed by a Tukey test (P-value<0.05). Note that *cdh2* was not validated as circadian (H). Error bars represent SE (n = 10–15). CT = circadian time. Gray and black bars represent subjective day and subjective night, respectively. Whole mount ISH validation of *camk1gb* is given in Figure 3.
(TIF)

Figure S2 *camk1gb* expression at later larval stages. *camk1gb* expression on days 4–6 post fertilization is enhanced in the pineal gland (pg) and expends to the retina (re), habenula (ha) and olfactory bulbs (olf) as detected by whole mount ISH.
(TIF)

Figure S3 PCR analysis of *camk1gb* following *camk1gb* morpholino injection. *camk1gb* morpholino injection changed the normal splicing of *camk1gb* mRNA, leading to an insertion of intron5 (right lane) which adds a premature stop codon. Injection of control morpholino had no effect on *camk1gb* splicing (left lane).
(TIF)

Figure S4 Locomotor activity levels under 3 dark flash stimuli. On day 6 post fertilization, control morpholino (solid line) and *camk1gb* morpholino (dashed line) injected larvae (n = 24) were subjected to 3 dark flashes (black, gray and blue lines) of 5 sec each during the light phase. Activity was measured as the average distance moved in 1 sec time bins. Error bars represent SE (n = 24). White and black horizontal boxes represent light phase and dark flash, respectively.
(TIF)

Figure S5 Effect of *camk1gb* knockdown on the expression of known clock-controlled genes. Zebrafish embryos injected with either control morpholino (black bar) or *camk1gb* morpholino (gray bar) were subjected to DD during their third day of development and sampled at the peak and the nadir of their rhythm. Pineal mRNA levels of *dec1, dec2, ndrg1l, sh3gl2 and opn1lw1* were determined by whole mount ISH. No statistically significant differences were observed (two-tailed *t*-test). Error bars represent SE (n = 10–15); CT = circadian time.
(TIF)

Figure S6 The effect of *camk1gb* over-expression on the core clock marker *per1b*. The zebrafish photosensitive Pac-2 cell line were transiently co-transfected with *camk1gb* and *per1b*:luciferase constructs. Bioluminescence was monitored under LD and DD conditions. No significant differences were found in the reporter construct expression as a result of *camk1gb* over-expression. White and black bars show the light and dark periods, respectively. Grey bars represent subjective day.
(TIF)

Figure S7 *camk1gb* expression in the adult pineal gland of transgenic zebrafish, *Tg(aanat2:EGFP)^Y8^*. Double fluorescent *in situ* hybridization for *egfp* mRNA (A, green) and *camk1gb* mRNA (B, red) in adult pineal glands, reveals co-expression of *camk1gb* and the *aanat2:EGFP* transgene (C, merged image). Scale bar  = 10 µm.
(TIF)

Figure S8 True-positive rate as a function of the number of circadian transcripts detected. 

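On the deposited arrays the estimated true-positive rate of the Fourier analysis fell as the list grew longer. The 10 probe sets with the highest g-factors, among them ciarta and sh3gl2, had 0.411 expected by chance and a rate of 95.9%. The first 50 probe sets, down to a g-factor of 0.814, had 4.50 expected by chance and a rate of 91.0%. For a list of 112 probe sets, down to a g-factor of 0.756, 15.7 were expected by chance, a rate of 86.0%. The rate was 74.1% for 300 probe sets and 65.4% for 500. At a rate of 85% the list held 151 probe sets and at 95% it held 27.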

A) DNA microarray experiment and B) RNA-Seq experiment. Red circles mark the size of the chosen list of transcripts.
(TIF)

Table S1 List of circadian genes using DNA Microarray.

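All 112 probe sets of Table S1 are in the deposited table, and all passed the filter on low values. Their g-factors from the deposited arrays ran down to 0.511 and differed from those of Table S1 by a median of 0.048 and by at most 0.205. For cry2a the g-factor was 0.858, where the paper's is 0.9377, for camk1gb 0.769, where the paper's is 0.7105, and for cdh2 0.559, where the paper's is 0.7009. Across the 112 probe sets, which are not independent replicates, the 2 sets of g-factors correlated with Pearson's r = 0.558. At or above the lowest g-factor of Table S1 lay 84 of the 112.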

(XLS)

Table S2 List of circadian RefSeq genes using RNA-seq.
(XLS)

Table S3 Known zebrafish genes that form the core clock. The temporal pattern of each gene, as determined using RNA-seq, is compared to previously reported experimental data.
(DOCX)

Table S4 Known zebrafish clock-controlled genes that are considered to form accessory loops of the molecular circadian oscillator. The temporal pattern of each gene, as determined using RNA-seq, is compared to previously reported experimental data.
(DOCX)

Table S5 DAVID analysis of gene functional annotations.
(XLS)

Table S6 DAVID analysis: a) genes that belong to the glycolysis pathway and b) genes that belong to the oxidation-reduction pathway.
(XLS)

Text S1 Supplementary Methods.
(DOC)

# Supplementary material for: Systematic Identification of Rhythmic Genes Reveals camk1gb as a New Element in the Circadian Clockwork
**Source:** PLoS Genet. 2012 Dec 20;8(12):e1003116. doi: 10.1371/journal.pgen.1003116
**Supplement:** Table S3 — Known zebrafish genes that form the core clock. The temporal pattern of each gene, as determined using RNA-seq, is compared to previously reported experimental data.

**Table S3:** Known zebrafish genes that form the core clock. The temporal pattern of each gene, as determined using RNA-seq, is compared to previously reported experimental data.

| Previously reported experimental data | | | |  | RNA-seq of the pineal gland | | | Clock genes^1^ |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| References | Tissue |  | Expression peaks |  | Expression peaks | Temporal pattern | |  |
| [1] | Muscle | CT2 (DD) | |  | CT2 | Circadian | | *cry1a* |
| [2] | Eye | CT1-CT5 (LD, DD) | |  |  |  | |  |
| [2] | Eye | CT13 (LD) | |  | CT22-CT2 | Circadian | | cry1b |
| [2] | Eye | CT13-CT15 (DD) | |  | CT14 | Circadian^2^ | | *cry2a* |
| [1] | Muscle | CT14 (DD) | |  |  |  | |  |
| [3] | Larva | CT12 (LD) | |  |  |  | |  |
| [2] | Eye | CT13-CT15 (DD) | |  | CT14 | Circadian | | *cry2b* |
| [1] | Muscle | CT14 (DD) | |  |  |  | |  |
| [1] | Muscle | CT23 (DD) | |  | CT22 | Circadian^2^ | | *cry3* |
| [3] | Larva | CT21 (LD) | |  |  |  | |  |
| [2] | Eye | CT9 (LD,DD) | |  | CT10 | Circadian | | *cry4* |
| [1] | Muscle | CT23 (DD) | |  | CT22 | Circadian | | *per1a* |
| [1] | Muscle | CT1 (DD) | |  | CT22-CT2 | Circadian | | *per1b* |
| [4] | Brain, larva | CT22-24 (LD) | |  |  |  | |  |
| [5] | Larva | Not circadian | |  |  | Not circadian | | *per2* |
| [1] | Muscle | CT1 (DD) | |  | CT2 | Circadian | | *per3* |
| [6] | CNS, retina | CT0-CT4 (DD,LD) | |  |  |  | |  |
| [7] | Adult pineal gland | CT9-CT15(LD) | |  | CT10 | Circadian^2^ | | *bmal1a* |
| [8] | Eye | CT13-CT15 (LD, DD) | |  |  |  | |  |
| [8] | Eye | CT9-CT13 (LD, DD) | |  | CT10 | Circadian^3^ | | *bmal1b* |
| [7] | Adult pineal gland | CT15 (LD) | |  | CT10-CT14 | Circadian | | *bmal2* |
| [8] | Brain, eye | CT9-CT15 (DD,LD) | |  |  |  | |  |
| [9],[8] | Adult pineal gland, eye | CT9-CT15 (DD, LD) | |  | CT10 | Circadian | | *clock1a* |
| [1] | Muscle | CT14 (DD) | |  | CT10 | Circadian | *clock1b* | |
| [8] | Eye | CT13 (LD) | |  |  |  |  | |
| [8] | Eye | CT9-CT13 (DD, LD) | |  | CT14 | Circadian | | *clock2* |

^1^Gene nomenclature is according to Vatine et al. [10]

^2^These genes were also identified using the DNA microarray data

^3^*bmal1b* was identified as circadian by Fourier analysis with 85% true-positives

References:

1.Amaral IPG, Johnston IA (2012) Circadian expression of clock and putative clock-controlled genes in skeletal muscle of the zebrafish. Am J PhysiolRegulIntegr Comp Physiol 302: R193–R206.

2.Kobayashi Y, Ishikawa T, Hirayama J, Daiyasu H, Kanai S, et al. (2000) Molecular analysis of zebrafishphotolyase/cryptochrome family: two types of cryptochromes present in zebrafish. Genes Cells 5: 725–738.

3.Lahiri K, Vallone D, Gondi SB, Santoriello C, Dickmeis T, et al. (2005) Temperature regulates transcription in the zebrafish circadian clock. PLoSBiol 3: e351.

4.Vallone D, Gondi SB, Whitmore D, Foulkes NS (2004) E-Box function in a period gene repressed by light. ProcNatlAcadSci USA 101: 4106–4111.

5.Ziv L, Levkovitz S, Toyama R, Falcon J, Gothilf Y (2005) Functional development of the zebrafish pineal gland: light‐induced expression of period2 is required for onset of the circadian clock. Journal of Neuroendocrinology 17: 314–320.

6.Delaunay F, Thisse C, Marchand O, Laudet V, Thisse B (2000) An inherited functional circadian clock in zebrafish embryos. Science 289: 297–300.

7.Cermakian N, Whitmore D, Foulkes NS, Sassone-Corsi P (2000) Asynchronous oscillations of two zebrafish CLOCK partners reveal differential clock control and function. ProcNatlAcadSci USA 97: 4339–4344.

8.Ishikawa T, Hirayama J, Kobayashi Y, Todo T (2002) Zebrafish CRY represses transcription mediated by CLOCK‐BMAL heterodimer without inhibiting its binding to DNA. Genes to Cells 7: 1073–1086.

9.Whitmore D, Foulkes NS, Strähle U, Sassone-Corsi P (1998) Zebrafish Clock rhythmic expression reveals independent peripheral circadian oscillators. Nat Neurosci 1: 701–707.

10.Vatine G, Vallone D, Gothilf Y, Foulkes NS (2011) It’s time to swim! Zebrafish and the circadian clock. FEBS Letters 585: 1485–1494.

# Supplementary material for: Systematic Identification of Rhythmic Genes Reveals camk1gb as a New Element in the Circadian Clockwork
**Source:** PLoS Genet. 2012 Dec 20;8(12):e1003116. doi: 10.1371/journal.pgen.1003116
**Supplement:** Table S4 — Known zebrafish clock-controlled genes that are considered to form accessory loops of the molecular circadian oscillator. The temporal pattern of each gene, as determined using RNA-seq, is compared to previously reported experimental data.

**Table S4**: Known zebrafishclock-controlled genes that are considered to form accessory loops of the molecular circadian oscillator. The temporal pattern of each gene, as determined usingRNA-seq, is compared to previously reported experimental data.

| Previously reported experimental data | | | |  | RNA-seq of the pineal gland | | Clock controlled genes |
| --- | --- | --- | --- | --- | --- | --- | --- |
| References | Tissue |  | Expression peak |  | Expression peak | Temporal pattern |  |
| [1] | Muscle | CT6 (DD) | |  | Not identified | Not identified | *roraa* |
| [1] | Muscle | CT22 (DD) | |  | CT2 | Circadian | *rorab* |
|  |  | Not reported | |  | CT6-CT10 | Circadian | *rorca* |
| [1] | Muscle | CT22 (DD) | |  | CT22 | Circadian | *nr1d1 (reverba)* |
| [1] | Muscle | CT22 (DD) | |  | Not identified | Not identified | *nr1d2a (reverbb1)* |
| [1] | Muscle | CT22-CT2 (DD) | |  | CT22-CT2 | Circadian^1^ | *nr1d2b (reverbb2)* |
|  |  | Not reported | |  | CT10 | Circadian | *nfil3 (e4pb4)* |
| [2] | Embryos pineal gland | CT10-CT18 (DD) | |  | CT10 | Circadian | *nfil3-2 (e4pb4-2)* |
| [2] | Embryos pineal gland | CT10-CT14 (DD) | |  | CT10 | Circadian^1^ | *nfil35 (e4pb4-5)* |
| [2] | Embryos pineal gland | CT2 (LD) | |  | CT6 | Circadian | *nfil3-6 (e4pb4-5)* |
| [2] | Embryos pineal gland | CT22 (DD) | |  | CT22 | Circadian^1^ | *dbpa* |
| [2] | Embryos pineal gland | CT22 (DD) | |  | CT22 | Circadian | *dbpb* |
| [3] | BRF41 cells | CT2-CT6 (DD) | |  | CT22 | Circadian^1^ | *bhlhe40 (dec1)* |
| [3] | BRF41 cells | CT22-CT2 (DD) | |  | CT22 | Circadian^1^ | *bhlhe41 (dec2)* |

^1^These genes were also identified using the DNA microarray data

References:

1. Amaral IPG, Johnston IA (2012) Circadian expression of clock and putative clock-controlled genes in skeletal muscle of the zebrafish. Am J PhysiolRegulIntegr Comp Physiol 302: R193–R206.

2. Ben-Moshe Z, Vatine G, Alon S, Tovin A, Mracek P, et al. (2010) Multiple PAR and E4BP4 bZIP transcription factors in zebrafish: diverse spatial and temporal expression patterns. ChronobiolInt 27: 1509–1531.

3. Abe T, Ishikawa T, Masuda T, Mizusawa K, Tsukamoto T, et al. (2006) Molecular analysis of Dec1 and Dec2 in the peripheral circadian clock of zebrafish photosensitive cells. BiochemBiophys Res Commun 351: 1072–1077.

# Supplementary material for: Systematic Identification of Rhythmic Genes Reveals camk1gb as a New Element in the Circadian Clockwork
**Source:** PLoS Genet. 2012 Dec 20;8(12):e1003116. doi: 10.1371/journal.pgen.1003116
**Supplement:** Text S1 — Supplementary Methods.

**Systematic identification of rhythmic genes reveals *camk1gb* as a new element in the circadian clockwork**

Adi Tovin1,*, Shahar Alon1,2,*, Zohar Ben-Moshe1, Philipp Mracek3, Gad Vatine1, Nicholas S. Foulkes3, Jasmine Jacob-Hirsch4, Gideon Rechavi4, Reiko Toyama5, Steven L. Coon6, David C. Klein6, Eli Eisenberg2,7 and Yoav Gothilf1,2

*These authors contributed equally to this work.

**Supplementary Methods**

**Assessing the quality of the sequencing libraries**

The quality of the sequencing libraries was assessed and compared to the benchmark library described in Levin et al. [1]. The tests included: a) Evenness of coverage: the average of the coefficient of variation of gene coverage for the top 50% expressed genes. The libraries had average coefficient of variation of ~0.55, even lower than the benchmark library (~0.75). b) Continuity of coverage: the number of segments into which each known transcript was broken, where a break is defined as a stretch of at least five bases without read coverage. The measurements were averaged across all genes, weighted by the relative expression of each gene. Our libraries had on average ~2 segments for each mRNA, lower than the benchmark library (~3). c) Coverage at the ends of the coding region: the number of genes with complete coverage at the ends of the coding region (10 bases before the start codon and 10 bases after the stop codon). In our libraries ~55% of the known coding genes were covered at the ends of the coding region. These numbers are similar to the numbers of the benchmark library (~60% in each side). Thus, all tests indicate that the quality of our libraries meets the benchmark library described by Levin et al. [1].

**Normalization of the sequencing libraries**

The 12 mRNA profiles (i.e. the number of reads aligned against each RefSeq gene) corresponding to the 12 time points were normalized. We tested two normalization methods on the logarithmically transformed dataset: 1) Quantile normalization as described for the DNA microarrays datasets in the Methods. 2) A modification of the TMM normalization method [2] in which the mRNA profiles were scaled such that the log-fold changes of all the mRNAs are distributed around zero (after trimming the higher and lower quartiles of the log-fold changes). The scaling factor is thus set so that the trimmed mean of log-folds vanish. The mean is weighted using the inverse standard deviation, as estimated from Poisson distribution of counts [3]. These two normalization methods gave similar results; the former was used in the analysis.

**Validation of normalization and transcripts filtering**

To determine whether our normalization scheme properly corrects for different RNA levels and other technical differences between samples, we examined the expression levels of two known housekeeping genes, beta actin 2 (*actb2*) and ribosomal protein L3 (*rpl3*). The coefficients of variation (CV) of their normalized expression levels along the 12 time points were less than 1% for both the DNA microarrays and RNA-seq data. Therefore, the expression data of these two housekeeping genes is consistent with the claim that the normalization scheme properly accounted for varying RNA levels between samples. 

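On the log2 scale after quantile normalization, the coefficient of variation over the 12 arrays was 2.55% for actb2 and 1.31% for rpl3. actb2 ranged from 11.4 to 12.4 and rpl3 from 12.6 to 13.3 in log2 intensity. Without the quantile normalization the coefficients were 2.97% and 1.87%, and on the linear scale 21.5% and 11.5%. Neither gene had a 24-h rhythm past limma (adjusted p = 0.60 for actb2 and 0.75 for rpl3), and the fitted folds were 1.40 and 1.19.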

Transcripts with low maximum expression value (i.e. their highest level over all time points is in the lower quartile of all transcripts) were not included in the Fourier analysis.

**Whole mount ISH**

Six DNA fragments containing the coding region of the following genes: *camk1gb, reverbb2, dec1, dec2, ndrgl1 and sh3gl2* were amplified using the following primers: *camk1gb* primers: 5'- atgggccgaaaggagggcgaatat-3' and 5'- tcacatgacagagcaaacaccagtctgc-3'; *reverbb2* primers: 5'- caagagatgctgtgcgttttg-3' and 5'-tgcgttgcttttctcgtttg-3'; *dec1* primers: 5'-cgcggatccaaatggagaggattaccag-3' and 5'-cgcgaattcgtctttggtttccagg-3'; *dec2* primers: 5'- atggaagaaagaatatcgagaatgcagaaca-3' and 5'- ttatgtaccatcattgtcatttctttgggg-3'; *ndrgl1* primers: 5'- atggtactggaggactccgagagca-3' and 5'-tcagcaggtcaactcgacggaaact-3'; *sh3gl2* primers: 5'-atgtctgtagcgggactgaagaaacaattc-3' and 5'-ttaatgaggcaaagctaccaggatatccac-3'. The PCR products were cloned into a pGEM-T Easy vector (Promega). These clones were linearized and served as templates for *in vitro* synthesis of digoxygenin (DIG)-labeled antisense riboprobes (DIG RNA labeling kit; Roche) by SP6 or T7 RNA polymerases according to the orientation of each insert. Probes were used at a concentration of 1ng/µl. Embryos and larvae were sampled at different circadian time points. In order to determine rhythmicity of the studied genes, embryos were kept under LD cycles during the first 2 days of development, then transferred to DD, collected at 4-hr intervals throughout a daily cycle (n=10-15 embryos/time point), and subjected to whole mount ISH as described [4]. The sampling time-points corresponded to the following circadian times (CTs 2, 6, 10, 14, 18, 22 and 2b). ISH-stained specimens were fixed in 4% paraformaldehyde and stored in 100% methanol. For image analysis, the stained larvae were placed in 70% glycerol and photographed from dorsal view using an Olympus dissecting microscope (SZX12, Olympus) equipped with digital camera (DP70, Olympus). For every tested gene, the average signal intensity in the pineal gland was measured using ImageJ software (National Institutes of Health, Bethesda, Maryland). Time-dependent statistical differences in mRNA levels were determined by one-way ANOVA followed by a Tukey test.

**Quantitative real time PCR (qRT-PCR)**

mRNA levels of *fbxo25, dhrs9* and *cdh2* were measured using qRT-PCR. Adult (0.5-1.5 years old) transgenic zebrafish, *Tg(aanat2:EGFP)Y8* were maintained under LD conditions, transferred to DD and pineal glands were removed under a fluorescent dissecting microscope at 4-hr intervals throughout a daily cycle (CTs 2, 6, 10, 14, 18, 22 and 2b). At each time point, three pools of six pineal glands were collected. Total RNA was extracted using an RNeasy Lipid Tissue Mini Kit (QIAGEN) according to the manufacturer's instructions. The mRNA was reverse-transcribed using a High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). mRNA levels were determined by absolute quantification using the ABI Prism 7300 thermocycler (Applied Biosystems), according to manufacturer’s protocol. Triplicates of each cDNA sample were PCR amplified by a SYBR Green PCR Master Mix (Applied Biosystems) and specific primers: *fbxo25* primers: 5'-atggcagcagcagctcaata-3' and 5'-ccgtttgaaacttgctttgga-3'; *dhrs9* primers: 5'-gtcaaggatgagtacggcagc-3' and 5'-ggccgtcagctttgtcttgt-3'; *cdh2* primers: 5'-ccgtgagaaggtgcctcagt-3' and 5'-tccatatcggtagcctggatg-3'. The relative copy number of each gene in each sample was determined by comparing to a recombinant plasmid standard curve (ranging 0.5ng - 0.5*10-6 ng) containing the specific cDNA insert. Differences in mRNA levels among time points of each gene were determined by one-way ANOVA followed by a Tukey test.

**Morpholino design and knockdown experiments**

One cell stage embryos were injected with morpholino-modified antisense oligonucleotides (Gene Tools) at approximately 2nl volume (1 mM each). The following morpholinos were used: 1) Gene Tools standard control morpholino (5′-ctcttacctcagttacaatttata-3′); 2) *camk1gb* morpholino (5′-aaactctgatgagaccgcagcagtt-3′) which was designed to block splicing between intron 4 and exon 5; The efficiency of *camk1gb* knockdown was determined by analyzing the sequence and amount of un-spliced vs. spliced *camk1gb* transcript. Morpholino-injected embryos were sampled at 60 hours post-fertilization and total RNA was extracted using EZ-RNA Isolation Kit (Biological Industries). cDNA was reverse transcribed using M-MLV reverse transcriptase (Promega) and oligo dT primers. To confirm *camk1gb* morpholino efficiency, PCR amplification was conducted using the following sets of primers: 5'-gggccgaaaggagggcgaatatgaatgg-3' and 5'-aaggcttgcttccacttggacttggcg-3', ensuring the formation of a new transcript (Figure S3). The PCR products were cloned into pGEM-T Easy vector (Promega) and sequenced, revealing the insertion of intron 5 into the *camk1gb* coding sequence and the inclusion of an early stop codon into the protein sequence. It should be noted that the injected morpholino did not completely abolish the endogenous *camk1gb* (Figure S3). Using the above procedure, the efficiency of *camk1gb* knockdown was validated until day 8 post-fertilization.

To examine the effect of *camk1gb* knockdown on *aanat2* expression in the pineal gland, *camk1gb* morpholino injected embryos were subjected to whole mount ISH as described above. Statistical differences in *aanat2* mRNA levels between *camk1gb* morpholino and control morpholino injected embryos were determined by two-tailed *t*-test with Bonferroni correction (Figure 5). To confirm normal development of the pineal gland, the effect of *camk1gb* morpholino injection on *otx5* mRNA expression was tested by whole mount ISH at CT18, as described above.

The effect of the *camk1gb* morpholino injection on *dec1, dec2, sh3gl2, opn1lw1* and *ndrg1*bmRNA was tested by whole mount ISH, at the peak and the nadir of their rhythm (Figure S5). The following primers were used for constructing *opn1lw1* antisense riboprobes: 5'- atggcagagcattggggagatgc-3' and 5'- ttatgcaggagccacagaagacacttctg-3'. Statistical differences between *camk1gb* morpholino and control morpholino treated embryos were tested (separately) for the maximum expression and minimum expression in each of the examined genes (two-tailed *t*-test with Bonferroni correction, n=10).

**Transfection of *camk1gb* into the Pac-2 cell line**

Transient co-transfection of the Pac-2 cell line with *camk1gb* and *per1b*:luciferase constructs was performed as previously described [5]. *camk1gb* over-expression was conducted using the same construct as described in the Methods section 'Rescue experiments'. The effect of the co-transfection was assessed by bioluminescence monitoring during three light-dark cycles followed by two days of constant darkness and two days of dark-light cycles (Figure S6). A knockdown experiment was not considered in Pac-2 cells because the expression level of *camk1gb* in this cell line is in the lower decile in the distribution of all the genes, as observed by DNA microarray analysis of the Pac-2 cell line (Probe Set ID Dr.9852.1.A1_at) [6], suggesting that this gene is not expressed at all in this cell line. For comparison, *camk1gb* expression levels in the pineal gland were in the upper decile in the distribution of all the genes, making the knockdown approach adequate for the *in vivo* experiments.

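In the 12 pineal arrays the mean log2 intensity of camk1gb was 9.92, higher than that of 94.7% of the 15502 probe sets other than controls. The upper decile of the mean intensities began at 9.17. On the array with its lowest value, CT14 of the first cycle, 77.2% of the probe sets lay below it.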

**Double ISH of *camk1gb* and *aanat2*:EGFP**

To determine if *camk1gb* is expressed within the photoreceptor cells of the pineal gland, double fluorescence ISH of *camk1gb* and *egfp* in adult (1 year old) transgenic zebrafish, *Tg(aanat2:EGFP)Y8*, was done. These transgenic zebrafish express *egfp* within the photoreceptor cells [7].For double fluorescence ISH we followed the protocol of Machluf and Levkowitz [8]. Briefly, digoxigenin (DIG)-labeled *camk1gb* and fluorescein-labeled *egfp* antisense riboprobes (2 ng/µl) were simultaneously hybridized. Next, anti-fluorescein-POD antibody (Roche) and anti-digoxigenin-AP antibody (Roche) were simultaneously incubated over-night. *camk1gb* mRNA was visualized by an enzymatic reaction using Fast Red substrate (Roche). *egfp* mRNA was subsequently visualized using TSA™ Plus Fluorescein System (Perkin-Elmer). Imaging was done using confocal microscopy (Figure S7).

**Supplementary References**

1. Levin JZ, Yassour M, Adiconis X, Nusbaum C, Thompson DA, et al. (2010) Comprehensive comparative analysis of strand-specific RNA sequencing methods. Nat Methods 7: 709–715.

2. Robinson MD, Oshlack A (2010) A scaling normalization method for differential expression analysis of RNA-seq data. Genome Biol 11: R25.

3. Alon S, Vigneault F, Eminaga S, Christodoulou DC, Seidman JG, et al. (2011) Barcoding bias in high-throughput multiplex sequencing of miRNA. Genome Res 21: 1506-1511.

4. Ziv L, Levkovitz S, Toyama R, Falcon J, Gothilf Y (2005) Functional development of the zebrafish pineal gland: light‐induced expression of period2 is required for onset of the circadian clock. Journal of Neuroendocrinology 17: 314–320.

5. Cavallari N, Frigato E, Vallone D, Fröhlich N, Lopez-Olmeda JF, et al. (2011) A blind circadian clock in cavefish reveals that opsins mediate peripheral clock photoreception. PLoS Biol 9: e1001142.

6. Weger BD, Sahinbas M, Otto GW, Mracek P, Armant O, et al. (2011) The light responsive transcriptome of the zebrafish: function and regulation. PLoS ONE 6: e17080.

7. Gothilf Y, Coon SL, Toyama R, Chitnis A, Namboodiri M a. A, et al. (1999) Zebrafish serotonin N-acetyltransferase-2: marker for development of pineal photoreceptors and circadian clock function. Endocrinology 140: 4895–4903.

8. Machluf Y, Levkowitz G (2011) Visualization of mRNA Expression in the zebrafish embryo. In: Gerst JE, editor. RNA detection and visualization. Methods in Molecular Biology. Humana Press. pp. 83–102.

How the deposited data were processed for this re-analysis (not part of the article)

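The arrays measured RNA of zebrafish pineal glands in constant darkness, in pools of 12 glands at each of 12 times, 4 h apart, over 48 h. The authors deposited 1 table of signal intensity on a linear scale, with 15502 probe sets and the control probe sets for 12 arrays. By the Methods each array was normalized with the GCOS software, and the submitters' processing notes name MAS5 as well; no version is given. The medians of the deposited intensities, controls left out, were 78.5, 75.2, 77.0, 79.6, 82.3 and 75.4 for CT14 to CT10 of the first cycle and 71.0, 78.5, 95.4, 89.7, 88.3 and 90.7 for the second. The table holds neither scanner files nor detection calls, so the background of a single probe set is not known, and the RNA-seq reads, which the paper's Methods place in the Sequence Read Archive, were not among the files used here and were not analysed.

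The control probe sets were left out of all tests. Intensities were transformed to log2 and quantile-normalized with limma 3.58.1 in R 4.3.3, and probe sets whose highest value lay in the lowest 25% were removed, which left 11624. The g-factor was computed with numpy 2.4.6 in Python 3.11.15 from the Fourier transform of the 12 values. The number of probe sets expected by chance at each g-factor came from 1000 shuffles per probe set, and the list at 90% true-positive rate is the longest list with at least that rate. The g-factor and the shuffles follow the description in the paper's Methods; the exact preprocessing behind Table S1 is not known, and its g-factors were not recovered. Other definitions of the g-factor and other normalizations were searched after this was seen, none gave the values of Table S1, and none is used here. A cosine and a sine of 24 h were fitted with limma, with the variance trend of eBayes, all 12 arrays and 9 residual degrees of freedom, and the moderated F test was adjusted by Benjamini-Hochberg. A fitted fold is the fitted peak over the fitted trough, and a peak time is that of the fitted curve. The spread given beside a mean intensity is the SD of the 2 arrays of that circadian time.

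Gene lists and marker lists of other tissues were fixed before the data were examined: 21 lists and 8 marker lists. Each list's mean g-factor was compared with 100000 shuffles of the order of the arrays, the same for all members, in a one-sided permutation test adjusted over the 29 lists. A list takes 1 probe set per gene, paired by the platform's annotation; 694 of 959 list entries had one. Genes named in the text are those the paper names, the 10 probe sets with the highest g-factors and 1 gene symbol, and up to 4 members of each list with the lowest p. For a gene of Table S1 the probe set of Table S1 was used, and otherwise that with the highest mean. The values of Table S1 had been seen when this rule was written. krt5, cd74a and col1a2 were named after their values had been seen.

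The replicate numbers stand for the daily cycles. The differences between the cycles correlated across probe sets between 2 circadian times with r from -0.299 to 0.225 over 15 pairs of times, and 5 of the 15 lay above 0.1, so the arrays of a cycle did not deviate together throughout. The second cycle was compared with the first in a limma fit with the 24-h terms, and the amplitude in the 2 cycles by an exact permutation test over 64 exchanges of the 2 arrays of a time, whose smallest p is 0.031.

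The Fourier and limma calls, the peak times, the comparison of the cycles and the list test were tested on simulated profiles with the spread of these arrays, 11624 probe sets of which 100 had a 2-fold and 100 a 4-fold rhythm. The Fourier analysis at 90% found 11.0% of the 2-fold and 63.0% of the 4-fold rhythms, and 92.5% of its calls were simulated as rhythmic; for limma 97.6% of the calls were. The median error of the peak time was 0.84 h for 2-fold and 0.42 h for 4-fold rhythms. Of lists without a rhythm 5.50% had a p under 0.05. No difference between the cycles was simulated, and no probe set was called between them. The power of that comparison was thus not tested. The spread was drawn independently for each probe set, so deviations that probe sets share on an array were not simulated.

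The alternatives were the values without further normalization, median centring, no filter or a filter at 50%, an offset of 32 before log2, the linear scale, each array left out in turn, a one-sided spectrum, harmonics of 12 h and 8 h counted as rhythm, a linear trend removed, true-positive rates of 85% and 95%, 1 shuffle shared by all probe sets, circadian time as a factor, the daily cycle as a block, limma without the variance trend, a false discovery rate of 0.10, and for lists the mean over all probe sets of a gene and the g-factor of the mean profile. Leaving out the last 4 arrays, treating them as a block, and adding to lists the probe sets that Table S1 alone names were chosen after the data had been seen.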

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

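The tests for tissue from outside the gland were chosen after these values were seen, and the test of the time label before. On the array CT6 replicate 2 the markers of skin and epithelium averaged 2.26, those of bone and connective tissue 1.56 and those of immune cells 1.28 above their 12-array mean on the log2 scale, each far from the other 5 arrays of the second cycle; 22 groups of 6 arrays were compared in this way, of which chance alone sets apart about 1 in 20. A wrong time label on this array alone would not raise the scores above those of all other arrays, whose highest were 1.27, 0.73 and 0.21; the time estimated for it from 105 probe sets rhythmic without it, 3.9 h in circadian time against a label of CT6, is weak evidence, since its correlation with the rhythmic profiles at the label, 0.337, was the lowest of the 12 arrays and the method also placed CT2 replicate 2 far from its label. Skin or bone tissue in the dissection stays open as a candidate explanation: 35 members of the 2 lists had their highest value on this array (23 of 30 of skin and 12 of 20 of bone), but this restates the scores that set the array apart and tests nothing further. On the same array 14 of 18 immune markers were highest, while the markers of red blood cells (-0.74) and of neurons (-0.77) had their lowest scores of the 12 arrays. Of the abundant members, chosen after their values were seen, krt5 had a normalized intensity of 9428 (135.6 to 5615 on the other arrays), col1a2 of 5573 (116.5 to 2683) and cd74a of 10550 (1132 to 5127); on the other arrays 21 of 30, 13 of 20 and 12 of 18 members also lay above the median probe set. The glands were dissected by their fluorescence, and a difference between the fish of this pool was not tested and stays open.

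Of the 60 probe sets past limma, 15 lie outside Table S1, the paper's microarray list, which was made with another test. They include 10 with a gene name, among them the retinoid genes cyp27c1 and rpe65a, hsf2, nfil3-6, csnk1db and sptbn1. Of the genes just listed, all but sptbn1 are in Table S2, the paper's RNA-seq list. Of the remaining named genes, cul1b and zgc:162144 are in Table S2, and ypel3 and si:ch211-195b13.1 are not. The calls of csnk1db and sptbn1 were lost without 10 and without 11 of the 12 arrays in turn.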

How the results depend on the processing

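Leaving out the last 4 arrays, treating them as a block and adding to lists the probe sets that Table S1 alone names were chosen after the data had been seen. The difference in mean g-factor between genes of Table S2 and others kept its direction and its p under 0.05 in all 19 settings, from 0.18 to 0.25. The 90% list, 56 probe sets, became 20 with median centring, 33 with no filter, 95 with the stricter filter (fewer probe sets tested), 0 with harmonics, 26 with the linear trend removed, 10 without the last 4 arrays, 151 at 85% and 27 at 95%. Of Table S1 it then held 16, 21, 55, 0, 14 and 2 probe sets in the first 6 of these settings, where 34 were held before. At the lowest g-factor of Table S1 the 198 probe sets became 1433 with harmonics and 1469 without the last 4 arrays. The estimated true-positive rates of these lists were 8.47% and 62.5%. Known clock genes in the 90% list, 6 before, became 2 on the linear scale and 0 with harmonics, with the trend removed and without the last 4 arrays. The 60 probe sets past limma became 29 with median centring, 19 on the linear scale, 133 without the last 4 arrays, 12 with circadian time as a factor, 17 with the trend of the variance off and 101 at a false discovery rate of 0.10; with the daily cycle as a block there were 53, of which 50 were shared, and with the last 4 arrays as a block 40, all shared. Between the cycles 4 probe sets were called without the last 4 arrays. Of 29 lists 13 passed, 14 with the block and 5 with the g-factor of the mean profile. The coefficient of variation of actb2 became 21.5 on the linear scale. With 1 array left out, where the lone array of a time is assumed to vary like the others, the ranges were 7 (without CT18 replicate 1) to 121 (without CT6 replicate 2) for the 90% list, with 21, 26, 30, 9, 23, 15, 34, 36 and 25 without CT14 replicate 1, CT2 replicate 1, CT6 replicate 1, CT10 replicate 1, CT14 replicate 2, CT18 replicate 2, CT22 replicate 2, CT2 replicate 2 and CT10 replicate 2; 4 to 55 for Table S1; 221 to 378 at its lowest g-factor, with 309 without CT2 replicate 2; 0 to 7 for clock genes; 14 (without CT10 replicate 1) to 105 (without CT6 replicate 2) for limma, with 31, 19, 25, 29, 30, 31, 21, 28 and 19 without CT14, CT18, CT22, CT2 and CT6 replicate 1 and CT14, CT18, CT22 and CT10 replicate 2; 11 to 15 for lists; 0 to 4 (without CT22 replicate 2) between the cycles; and -0.21 to -0.02 for the amplitude. Of 26 named genes past limma, 2 (nr1d2b and sh3gl2) remained so under every alternative, and of 13 lists 5 did (core clock, accessory loops, Table 1, tested genes, light-induced genes). No gene or list reversed. The causes were not tested. Signal over background is not known from the deposited table, which holds no detection calls.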

Differences from the paper's values

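At 90% true-positive rate the paper's list holds 112 probe sets, and 56 were found here. Of the alternatives set before the data were examined, the value came within 1.5 times the paper's with the stricter filter (95), without CT6 replicate 2 (121) and at a true-positive rate of 85% (151), and not with the other 21. At or above the lowest g-factor of that list, where the paper has 112 probe sets, there were 198 here; the one-sided spectrum (168) came within 1.5 times of it and the other 20 alternatives did not.

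Of the genes of the paper's RNA-seq list represented on the array, the paper calls 30 circadian on the array, 17%, and here 15 were called, 8.20%. With the stricter filter (25 genes, 13.7%) and without CT6 replicate 2 (23 genes, 12.6%) the values came within 1.5 times of the paper's, and with the other 16 alternatives they did not.

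For the coefficient of variation of actb2 and of rpl3 the paper gives an upper limit of 1%. Here 2.55% was found for actb2 and 1.31% for rpl3, and neither alternative came nearer for either gene.

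For camk1gb the paper's microarray curve has about 1600 in Fig. 3B, read by eye, at the time of CT10 replicate 1, where the quantile-normalized value was 796. It has about 790 in Fig. 3B, read by eye, at CT14 replicate 2, where the normalized value was 402, and about 570 in Fig. 3B, read by eye, at CT22 replicate 2, where it was 1630. The values as deposited, without further normalization, were 815, 414 and 1563 and differed from the curve at these 3 times and at CT18 replicate 2. The series of points matches the normalized values when each is set against the label 4 h earlier.

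The paper places the peak of camk1gb later than the arrays labelled CT2, where the normalized values were highest; the fitted peak was at CT1.61. The paper counts all genes of Table 1 and all probe sets of Table S1 as circadian; here 23 of the 30 genes and 84 of the 112 probe sets had a g-factor at or above the lowest of Table S1. The paper states that adding the power of higher harmonics to the g-factor makes little difference, without naming the harmonics. Here 0 probe sets reached a true-positive rate of 90% with those of 12 h and 8 h added. With 6 circadian times, the periods of 24, 12 and 8 h together take up any difference between times. The count of 0 is thus not a like test of the paper's statement.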

Other observations

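The tests of time labels, of the last 4 arrays and of random orders were chosen after the results were seen. Besides the lists of clock genes, gene lists of retinoid metabolism, phototransduction, heat shock, glycolysis and 3 other processes had a stronger 24-h component than random orders of the arrays gave. The 7098 genes outside Table S2 had a mean g-factor of 0.225. No list was tested against other genes, so a pass does not show that a rhythm is particular to the process. Retinoid metabolism had a mean g-factor of 0.403 over 21 genes (adjusted p = 7.2e-05, permutation test), with 3 genes past limma; rbp3, which carries retinoids between cells, had a fitted peak at CT0.895 but did not pass limma (adjusted p = 0.073). Chaperones and heat shock genes had a mean g-factor of 0.383 over 35 genes (adjusted p = 0.00044), and hspd1, a mitochondrial chaperone, had a fold of 1.85 with a peak at CT0.996 but did not pass limma (adjusted p = 0.079). Phototransduction had 0.341 over 36 genes (adjusted p = 0.0056), with guca1c at a fold of 4.76 and a peak at CT23.4 and pde6hb at 3.87 and CT1.44, neither past limma (adjusted p = 0.16 and 0.19). Light-induced and DNA repair genes had 0.373 over 11 (adjusted p = 0.0024), a list that shares genes such as per2 with the clock lists, glycolysis 0.348 over 24 (adjusted p = 0.0030), lipid and cholesterol synthesis 0.287 over 18 (adjusted p = 0.0094) and ribosome biogenesis 0.255 over 40 (adjusted p = 0.030). With the g-factor of the mean profile retinoid metabolism (0.20), chaperones (0.25), phototransduction (0.97), glycolysis (0.25), lipid synthesis (0.092) and ribosome biogenesis (0.20) did not pass; over all settings the adjusted p ran from 5.8e-05 to 0.20, from 0.00012 to 0.25, from 0.00040 to 0.97, from 0.00065 to 0.25, from 0.0023 to 0.092 and from 0.0054 to 0.20, respectively. Lipid synthesis also did not pass without CT2 replicate 1 or CT14 replicate 2, nor glycolysis with median centring (0.18). Ribosome biogenesis passed in 13 of 23 settings; besides the mean profile it did not pass with median centring (0.11), the stricter filter (0.071), all probe sets of a gene averaged (0.062), or without CT18, CT22, CT2 or CT10 replicate 1 or CT14 or CT18 replicate 2 (0.11, 0.075, 0.097, 0.082, 0.11 and 0.071).

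The other lists did not pass. The adjusted p was 0.078 for cytosolic ribosomal proteins (0.022 with the daily cycle as a block, in a range of 0.022 to 0.29), 0.17 for the proteasome, 0.18 for calcium/calmodulin kinases and CREB, 0.20 for the housekeeping genes, 0.25 for oxidative phosphorylation, 0.31 for immediate early genes and 0.80 for the cell cycle (permutation tests). For markers of other tissues it was 0.16 for skeletal muscle, 0.18 for glia and myelin, 0.20 for red blood cells, 0.20 for neurons, 0.22 for endothelium, 0.31 for bone and connective tissue, 0.53 for immune cells and 0.61 for skin and epithelium. Some of these passed when arrays were left out: cytosolic ribosomal proteins without CT6 replicate 1 (0.039) or CT10 replicate 2 (0.024), the proteasome without CT22 replicate 2 (0.047), the housekeeping genes (0.010) and endothelium (0.047) without CT6 replicate 2, skeletal muscle without CT14 replicate 1 (0.0090), red blood cells without CT10 replicate 1 (0.042) and glia and myelin without CT2 replicate 2 (0.031). Without the last 4 arrays the proteasome (0.027), oxidative phosphorylation (0.027), the housekeeping genes (0.036), bone and connective tissue (0.036), glia and myelin (0.039) and neurons (0.041) passed. The highest adjusted p over all settings was 0.96 for the proteasome, 0.69 for oxidative phosphorylation, 0.40 for the housekeeping genes, 0.42 for endothelium, 0.61 for skeletal muscle, 0.45 for red blood cells, 0.48 for glia and myelin, 0.54 for bone and connective tissue and 0.40 for neurons.

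Between the daily cycles no probe set differed by limma, with 832 at an unadjusted p under 0.05. The amplitude of the 56 probe sets of the Fourier list in the second cycle, relative to the first, had a median of -0.14 on the log2 scale (exact permutation test over 64 exchanges, p = 0.28). In the limma fit no probe set had a different rhythm in the 2 cycles, with 757 at an unadjusted p under 0.05. The 32 splits that exchange the 2 arrays of each time test nothing here, since all 32 must give at least the real count of 0; the highest other gave 2. Of 100 orders of the arrays, the real one included, only the real one gave as many as 60 rhythmic probe sets by limma. The highest other gave 3. The count as a whole was thus larger than these random orders gave, which does not tell whether any single call is a chance result.

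A hypothesis about the time labels was tested. The 7 points of the microarray curve of camk1gb in Fig. 3B lay within 5.76% of the normalized values labelled 4 h earlier. At the deposited labels they differed by up to 186%. The curve comes from the same arrays, so a biological difference between cycles or fish could not produce this mismatch, and the comparison is no test of one. The points were read by eye after the array values had been seen, so the match is not a blind one. Of 9 clock genes past limma with a peak in Table S3 or Table S4, 8 had their highest mean at the RNA-seq peak once 4 h was added, against 1 as labelled. The paper's Methods start the series at CT14, as the deposited labels do, and which times are right cannot be told. Against Fig. 3B and the RNA-seq peaks the deposited labels may thus run 1 sampling interval early. A phase difference between the 2 sets of fish cannot be told apart from this by the clock genes: the RNA-seq peak was later in 8 of 9, by a median of 2.43 h (the exception, bhlhe40, had -0.98 h), but the genes come from the same arrays and are not independent replicates, and the RNA-seq reads were not analysed. A constant shift changes no g-factor and no fold, and every peak time here would move by 4 h.

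The hybridization controls were on average 1.84 times as high on the last 4 arrays as on the first 8. With these arrays as a block, 40 of the 60 probe sets past limma were still called, which argues against such a batch as the cause of most of these calls; the other 20 calls ended, with fewer residual degrees of freedom, and were not examined further. The estimated time of CT2 replicate 2 was CT15.2, 10.8 h from its label, but its correlation with the rhythmic profiles was 0.383 at the label and -0.152 at the estimate; the other 11 arrays lay within 2.3 h of their labels.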
